# Selective pressure of endocrine therapy activates the integrated stress response through NFκB signaling in a subpopulation of ER positive breast cancer cells

**DOI:** 10.1186/s13058-022-01515-1

**Published:** 2022-03-09

**Authors:** Svetlana E. Semina, Purab Pal, Nidhi S. Kansara, Rosemary J. Huggins, Elaine T. Alarid, Geoffrey L. Greene, Jonna Frasor

**Keywords:** Breast cancer, Estrogen receptor, Endocrine therapy, NFκB, Integrated stress response

## Abstract

**Background:**

While estrogen receptor (ER) positive breast tumors generally respond well to endocrine therapy (ET), up to 40% of patients will experience relapse, either while on endocrine therapy or after ET is completed. We previously demonstrated that the selective pressure of tamoxifen activates the NFκB pathway in ER + patient tumors, breast cancer cell lines, and breast cancer xenograft tumors, and that this activation allows for survival of a subpopulation of NFκB + cells that contribute to cell regrowth and tumor relapse after ET withdrawal. However, the mechanisms contributing to the expansion of an NFκB + cell population on ET are unknown.

**Methods:**

Here, we utilized single-cell RNA sequencing and bioinformatics approaches to characterize the NFκB + cell population and its clinical relevance. Follow-up studies were conducted to validate our findings and assess the function of the integrated stress response pathway in breast cancer cell lines and patient-derived models.

**Results:**

We found that the NFκB + population that arises in response to ET is a preexisting population is enriched under the selective pressure of ET. Based on the preexisting NFκB + cell population, we developed a gene signature and found that it is predictive of tumor relapse when expressed in primary ER + tumors and is retained in metastatic cell populations. Moreover, we identified that the integrated stress response (ISR), as indicated by increased phosphorylation of eIF2α, occurs in response to ET and contributes to clonogenic growth under the selective pressure of ET.

**Conclusions:**

Taken together, our findings suggest that a cell population with active NFκB and ISR signaling can survive and expand under the selective pressure of ET and that targeting this population may be a viable therapeutic strategy to improve patient outcome by eliminating cells that survive ET. Understanding the mechanisms by which breast cancer cells survive the selective pressure of ET may improve relapse rates and overall outcome for patients with ER + breast tumors.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-022-01515-1.

## Background

The majority of breast tumors express estrogen receptor α (ER) and women with ER + disease typically receive adjuvant endocrine therapy (ET), such as tamoxifen or aromatase inhibitors. While the majority of ER + tumors respond to these agents, up to 40% of tumors will eventually develop resistance and recur, often as metastatic disease [1, 2]. As a result, the majority of breast cancer-related deaths each year occur from ER + disease [3]. It is estimated that more than 50% of recurrences and 2 out of every 3 deaths from ER + breast cancer will occur after a woman has completed 5 years of adjuvant ET [4, 5]. The high frequency of late recurrences in ER + disease suggests that a population of breast cancer cells can survive ET only to regrow once therapy is completed. This idea is supported by recent clinical trials indicating that there is an added benefit of extending ET to 10 years [6]. Thus, a greater understanding of mechanisms contributing to the survival of cells on ET is urgently needed.

Numerous mechanisms contributing to ET resistance and disease relapse have been reported, including ER loss or inactivation, ER constitutive activation via ESR1 mutation, and/or activation of other signaling pathways that can compensate for altered ER function [7–15]. In particular, the NFκB pathway has been shown to be activated in ET-resistant tumors and contribute to more aggressive ER + disease through numerous mechanisms (see review [16]). While these mechanisms have largely been described in tumors and models once ET resistance has fully developed, the early responses to ET that allow for the initial survival of cells prior to development of resistance mechanisms have not been well studied. In a previous study we reported that the selective pressure of tamoxifen leads to activation of NFκB in patients treated with neoadjuvant tamoxifen, as well as in breast cancer cell lines and xenograft tumors [17]. NFκB activation was observed in a subpopulation of cells, which depended on NFκB for their survival [17]. These cells displayed a certain degree of plasticity initially but did contribute to increasing refractoriness to tamoxifen over time, suggesting these cells were tamoxifen tolerant rather than completely resistant. A study of early response to estrogen deprivation, to mimic aromatase inhibitor tolerance, also demonstrated a population-specific activation of NFκB [18]. We also showed that inhibiting NFκB prevented regrowth of cells and tumors once ET had been withdrawn [17]. These findings suggested that an NFκB + population of cells expands on ET and that these cells may contribute to eventual disease relapse.

In this study, we examined mechanisms by which an NFκB + cell population arises and survives in response to the selective pressure of multiple ETs and in multiple preclinical models of ER + disease. Using single-cell RNA sequencing, we show this population is preexisting in untreated parental MCF-7 cells, expands on ET, persists in metastatic tumors, and predicts poor outcome in human tumors. Moreover, we find that multiple cellular stress response pathways are activated in response to ET and highly correlated with NFκB activity. We further demonstrated that the Integrated Stress Response (ISR), as indicated by phosphorylation of the translational initiator, eIF2α, is activated and contributes to clonogenic growth under the selective pressure of ET. Together, these findings suggest that the rate of relapse for patients receiving ET could be improved by targeting of stress responses to eliminate cells that survive ET.

## Methods

### Reagents

4OHT (cat. # H7904) and ICI (cat. # I4409) were obtained from Sigma, and ISRIB (cat.# 16,258) was purchased from Cayman. Primary antibodies were purchased for GFP (Proteintech, cat. # 66,002–1) and phospho-eIF2α (Ser51) (Invitrogen, cat.# 701,268). Secondary antibodies, Alexa Fluor 594 (cat. # A21207) and Alexa Fluor 488 (cat.# A21202), were purchased from Invitrogen.

### Cell line and PDxO culture

The human ER + breast cancer cell lines (MCF-7 and T47D) were obtained from Dr. Debra Tonetti (University of Illinois at Chicago). MCF-7-NFκB-RE-GFP reporter cells [19] were kindly provided by Dr. Elaine T. Alarid (University of Wisconsin-Madison). T47D-NFκB-RE were generated as previously described [17]. Cell lines were cultivated in RPMI 1640 media (Gibco) with phenol red supplemented with 10% FBS, 1% non-essential amino acids, 2 mmol/L L-glutamine, and 1% antibiotics penicillin–streptomycin. All cell lines are routinely authenticated by short tandem repeat analysis with GenePrint® 10 System (Promega, cat. # B9510) and tested for mycoplasma using LookOut Mycoplasma PCR Detection Kit (Sigma). ER + patient-derived organoids (PDxOs) HCI-003 and HCI-017 were provided by Dr. Alana Welm (University of Utah, Huntsman Cancer Institute). PDxOs were cultured embedded in 100% matrigel (Corning, cat. # CB-40230) with PDxO media (Advanced DMEM, 5% FBS, 1% Glutamax, 0.1% hydrocortisone, 0.1% Gentamycin, and 0.01% hEGF) containing the following additives: 1uL/mL ROCKi, 2uL/mL NAC, 1uL/mL FGF2, and 1uL/mL estradiol (E2).

### Clonogenic assay

Clonogenic assay was conducted as previously described [17]. Briefly, cells were seeded in 6-well plate in 1,000 cells per well density in growth media (see above) and treated with 4OHT or ICI at final concentrations of 1 µM; or cells were seeded in phenol-red free media with 5% CD-FBS for estradiol deprived (ED) conditions to mimic aromatase inhibitor treatment. Media with treatment was refreshed every 3–4 days for 2 weeks. After 2 weeks, plates were scanned with a Celigo Imaging Cytometer (Nexcelom Bioscience). Confluence ratio for brightfield and GFP was calculated using the confluence application.

### PDxO growth assay

Organoid domes were washed with 1X PBS, and then 800 µl dispase (50U/ml), 200 µl FBS, and 1 µl ROCKi were combined and added to each well. Matrigel domes were scraped into the dispase mixture and resuspended to break up the Matrigel. Following incubation and washing, organoids were resuspended in Matrigel to obtain a final organoid concentration of 5,000 organoids/ml. Using a 48-well plate, 10 µl of organoids suspended in Matrigel was pipetted into each well to create a small dome. PDxOs media was supplemented 4OHT or ICI in final concentration 1 µM; or ED conditions were used (phenol-red free RPMI, 5% CD-FBS, 0.1% hydrocortisone, 0.1% Geneticin). Plates were analyzed for total organoid area per µm^2^ once every 24 h for 14 days using the Incucyte S3 organoid module to measure growth over time.

### RNA Extraction and RT-qPCR

For RNA extraction was used phenol–chloroform-based method with TRIzol (Invitrogen, cat. # 15,596,026) according to manufacturer’s protocol. RT-qPCR was performed and analyzed as described previously [16].

### Single-cell RNA sequencing (scRNA-seq)

For inDrop scRNA-seq, tamoxifen-treated cells were collected and resuspended in × 1 PBS with 0.04% BSA. Single-cell capturing and encapsulation was performed using the inDrop™ System from 1CellBio by the UIC Genome Research Core following the manufacturer’s protocol (v.2.4). After encapsulation, cells were transferred to 1CellBio UV Cleavage Device for the RT reaction. Libraries were constructed according to the inDrop Library Preparation Protocol (v2.3). Sequencing was performed using the Illumina NextSeq 500 with the High Output Kit 75 cycles. Read format was as follows: Read1 50b and wRead2 36b. Total cDNA reads output approximately 400 Mb. For 10X Genomics, untreated MCF-7 cells were collected and resuspended in × 1 PBS with 0.04% BSA. Cell suspension was loaded on a Chromium Single Cell 3′ Chip (10X Genomics). Single-cell libraries were prepared according to the manufacturer’s protocol. 10X libraries were pooled and were sequenced on an S4 lane with 28 × 150nt reads and produced over 5.4 billion reads. Data are available through Gene Expression Omnibus (GSE 181812). Raw data were processed and aligned by the UIC Research Informatics. R2 reads were mapped to the reference transcriptome (hg38 Ensemble gene sequences, exonic only) using BWA MEM. Cell barcodes and UMIs were extracted from R1 using a custom pipeline following OneCellBio adapter design for inDrop data. cellRanger (v3.0.0) was run on the raw data to align Ensembl genome GRCh38 for 10X Genomics data Unique UMI counts were summed for each gene and each unique cell barcode. Only cell barcodes with > 500 counts included in the final counts table.

Downstream analysis was performed by using the Seurat package (v.3.2) in the Rstudio (v.4.0.3). At the quality control step cells with low counts (< 2000 genes), high mitochondrial genes expression (> 10% of total mapped reads) and cell duplicates were excluded from analysis. Data from 648 single-cell transcriptomes were further scaled and normalized (NormalizeData function using normalisation.method = “LogNormalize”, scale.factor = 10,000, followed by the ScaleData function). Mitochondrial genes were regressed out to minimize their effect on clustering. Principal component analysis (PCA) was performed to measure the distance between cells. The number of principal components was determined using the JackStraw resampling method, and only the statistically significant (p < 0.05) components were used to create a KNN graph. The Uniform Manifold Approximation and Project (UMAP) reduction technique was used to visualize the data in low-dimensional space.

For the integration of data from 4OHT-treated MCF-7 cells with data from untreated MCF-7 cells [23, 24] or long-term estrogen-deprived (LTED) cells, we used publicly available datasets downloaded from Gene Expression Omnibus (GSE114462, GSE144320 and GSE122743, respectively). Integration of these datasets was performed using the SCTransform vignette in the Seurat package to reduce technical variation caused by different methods of sample processing, as recommended by Hafemeister and Satija [20].

### Functional enrichment analysis (FEA)

FEA was used to identify enrichment of gene signatures across the identified clusters [18]. Signatures tested were derived from MSigDB [21, 22] v.7.4 or custom generated from previous RNAseq data [17]. Prior to calculating signature scores, the data was normalized and scaled gene-wise. Then z-scored signature was calculated for each cell separately. ROC analysis was used to estimate the accuracy of enrichment of a signature within a particular cluster. Area Under the Curve (AUC) > 0.7 was considered an enrichment. Significance of a signature enrichment across the clusters was estimated by the Wilcoxon rank-sum test (p < 0.01 was considered significant). The Pearson’s correlation coefficient and statistical significance were calculated using Rstudio. Correlation coefficients of 0.3–0.5 indicate a moderate correlation and 0.5–0.9 indicate a strong correlation. FEA for a custom NFκB + Population Signature was performed on scRNA-seq datasets from ER + primary and metastatic patient-derived xenograft (PDX) tumors [25] (GSE131007).

### Ingenuity pathway analysis (IPA)

The IPA package (QIAGEN Redwood City, www.qiagen.com/ingenuity) was used to identify a network connecting DEGs from the NFκB + cell population (i.e., Cluster 4). The network and the type of connection between DEGs were formed based on the Ingenuity Knowledge Base repository (inferred from the scientific literature) [26].

### Co-immunofluorescence

Cells were seeded on glass coverslips and treated with ET for 2 weeks in clonogenic conditions. Cells were then fixed with 4% paraformaldehyde (PFA), permeabilized using 0.2% Triton X-100, blocked with casein, and incubated with primary antibody (1:100 dilution for anti-peIF2a and 1:800 for anti-GFP tag in casein) for 1 h at room temperature. After washing, cells were incubated with a secondary antibody (1:1000 for Alexa fluor 594 and 488 in casein) for 1 h at room temperature. Glass coverslips were washed with 1X-TBS and mounted onto glass slides using ProLong™ Gold Antifade Mountant with DAPI (Life Technologies, cat. # P36935). Images were acquired using a Leica DMi8 microscope at 63 × magnification using the same acquisition settings across all samples. Image analyses were performed by using ImageJ software. peIF2α (red) and GFP (green) fluorescence intensities were calculated for each nucleus as individual region of interests (ROI) across the image fields by Analyze Particles Function. Statistical analyses for Pearson’s correlation test and significance of ImageJ data were performed using GraphPad v.9.0.

## Results

### NFκB activation in response to the selective pressure of endocrine therapy is restricted to a specific cell population

Our previous work indicated an NFκB + cell population arises under the selective pressure of 4-hydroxytamoxifen (4OHT) in vitro, in vivo, and in tumors of patients treated with neoadjuvant TAM. However, it is unknown whether NFκB activation occurs in response to other ETs. To test this, we used NFκB-RE-GFP reporter MCF-7 and T47D cell lines, which we have previously shown respond to the selective pressure of 4OHT with an expansion of GFP + cells [17]. We cultivated these cell lines for two weeks in the presence of 4OHT or ICI 182,780 (ICI) or in estrogen-depleted conditions (ED), to mimic aromatase inhibitor treatment. As expected, we found that all treatments were growth suppressive (Fig. 1a). However, the proportion of GFP + cells was higher with ETs compared to growth media (GM) alone (Fig. 1b, c), indicative of NFκB activation in response to the selective pressure of different endocrine agents. To extend our findings into additional preclinical breast cancer models, we examined NFκB activation by ETs in two ER + patient-derived xenograft organoid (PDxO) models. While there was a trend toward reduced organoid area by ETs (Fig. 1d), a strong repression of ER target genes was noted (pS2, PR, Fig. 1e). However, both PDxOs showed an induction of known NFκB target genes (CCL2, TNF, PHLDA1, RelB, and ICAM1) to varying degrees by different ETs (Fig. 1f), suggesting that NFκB activation is a common yet heterogeneous response to the selective pressure of different endocrine agents in multiple preclinical models of ER + disease.

**Fig. 1:**
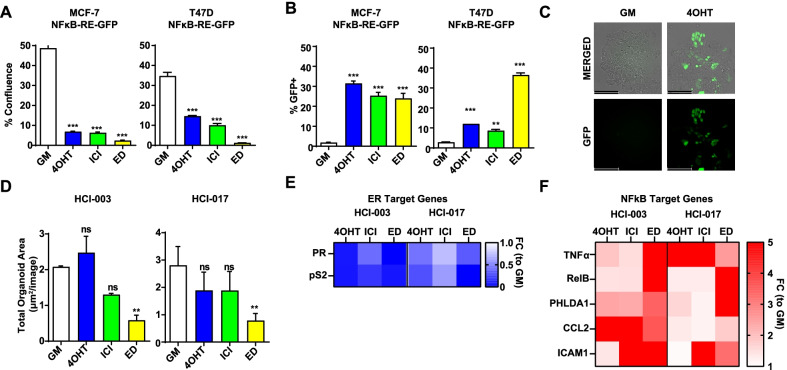
Activation of NFκB by different ETs in preclinical ER + breast cancer models. **a**–**c** Clonogenic assays were conducted in MCF-7-NFκB-RE-GFP and T47D-NFκB-RE-GFP cell lines cultured in growth media (GM) in the presence or absence of 1 μM 4OHT or ICI, or in ED conditions for 2 weeks. **a** Colony confluence (area covered by colonies) was quantified using a Celigo imaging cytometer. **b** The percentage of GFP + confluence per condition was determined using Celigo imaging. **c** Representative images of colonies for the MCF-7-NFκB-RE-GFP cell line grown in GM ± 4OHT for 2 weeks. Scale bar: 200 µm. **d** HCI-003 and HCI-017 PDxOs were grown under the selective pressure of ETs for 2 weeks. Data represent total organoid area per µm^2^ on day 14 as determined by the Incucyte S3 organoid module. **e, f** Expression of ER target genes **e** and NFκB target genes **f** was determined by QPCR in HCI-003 and HCI-017 PDxOs treated with ET for 2 weeks. The ER target genes were used as controls for ET. The heatmap represents Fold Change for each gene relative to GM control

Interestingly, we observed that not all cells treated with ETs were NFκB + (Fig. 1c), indicating that NFκB activation is heterogeneous and may be restricted to a specific subpopulation of cells. To examine this NFκB + cell population in more detail, we performed scRNA-seq of MCF-7 cells treated with 4OHT for 2 weeks. 

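MCF-7 is an established ER+ luminal breast cancer cell line, and 4OHT is the active metabolite of tamoxifen. Cells plated at 1000 per well were grown with 1 μM 4OHT for 2 weeks and captured with inDrop, a droplet method that tags each captured RNA molecule with a unique molecular identifier (UMI). The authors mapped the reads to hg38 gene sequences with BWA and deposited UMI counts per gene and barcode for 2 libraries, labelled replicates 3 and 4. The labels do not say whether these came from separate cultures, so no p-value from them covers more than the spread between 2 libraries. Where the cluster of the cells is a further term of a fit, sums of 1 library count as separate observations. Such p-values also rest on the spread within a library. Replicate 3 held 5516501 counts over 1044 barcodes and 25857 genes, and replicate 4 held 4275300 counts over 1403 barcodes and 25264 genes. As in the paper's methods, barcodes with at least 2000 detected genes and at most 10% mitochondrial (MT) counts were taken. In replicate 3, 468 barcodes passed the gene minimum and 18 of these were lost to the MT limit; in replicate 4, 239 passed and 24 were lost. The paper's text does not name the method that removed doublets, and Scrublet was run on each library, which marked 7 and 2 cells. This left 443 cells in replicate 3, with a median of 8217 UMIs and 2809 genes, and 213 cells in replicate 4, with 6432 UMIs and 2346 genes. The total was 656 cells, and the paper's reported number is 648. Counts of each cell were divided by its total, multiplied by 10000 and log-transformed, then scaled gene by gene over both libraries with values limited to 10. The NFκB score of a cell is the mean of these values over the Hallmark list of genes induced by TNF through NFκB, of which 188 of 200 were measured, and a cell is called NFκB+ when it lies above 0. The paper prints the genes of its own NFκB+ signature (Table S3) but not those of the pathway signatures, so this and the other pathway lists were written from knowledge and can differ from the paper's in single members. Cells are not replicates, so raw counts were summed per library and group before any test, and levels are given as CPM, the counts of a gene scaled to the same total in every sum. Shares of cells carry exact binomial (Clopper-Pearson) 95% intervals and sums of counts exact Poisson 95% intervals, both of which cover counting error only.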

Unsupervised clustering revealed two distinct clusters of cells (Fig. 2a). However, neither cluster was enriched for expression of a hallmark NFκB signature [21] (Fig. 2b), suggesting that NFκB is not a driver of cell clustering. 

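All 10 luminal breast markers examined were lower in cluster 0 than in cluster 1 in both libraries of 4OHT-treated cells. ESR1, which encodes ERα (chromosome 6 of hg38, 151656691 to 152129619), was at 1.95 CPM in cluster 0 (0.782 to 4.01) and at 119.6 CPM in cluster 1 (104.5 to 136) over both libraries. GATA3, a transcription factor of the luminal lineage, was at 18.1 and 1177.5 CPM, and the epithelial adhesion molecule EPCAM at 2.78 and 312 CPM. KRT18, a luminal keratin, differed least, with 117 CPM in cluster 0 and 306 CPM in cluster 1. Summed, the 10 genes reached 267 CPM (247 to 287) in cluster 0 and 4527 (4417 to 4640) in cluster 1 of replicate 3, and 321 (286 to 359) and 4472 (4283 to 4667) in replicate 4. Genes of cell division went the other way: 51 of 53 G2/M genes and 32 of 41 S-phase genes with at least 50 counts had more CPM in cluster 0 in both libraries. The genes with the highest fold in cluster 0 included CTGF, a matricellular protein, at 463 against 1.06 CPM, NT5E, an ecto-nucleotidase, at 383 against 1.59 CPM, and LDHB, a lactate dehydrogenase subunit, at 644 against 4.25 CPM. Those with the highest fold in cluster 1 included the estrogen-induced TFF1, at 536 against 2.50 CPM, GFRA1, a GDNF family receptor, at 274 against 0.834 CPM, and the surface glycoprotein CD24, at 1854 against 19.7 CPM. The immune marker CD68 was at 30.01 CPM in cluster 0 and 4.25 CPM in cluster 1, and no count of PTPRC, the pan-leukocyte marker, was found in either. Cluster 0 held 405 of the 656 cells, which was 59.1% of replicate 3 (54.4 to 63.8) and 67.1% of replicate 4 (60.4 to 73.4). The cells were clustered with Seurat on 2000 variable genes and 10 components at resolution 0.1, the lowest that gave 2 clusters. Median UMIs per cell were 9407.5 and 6447 in cluster 0 and 7015 and 6333.5 in cluster 1 of replicates 3 and 4. With a minimum of 1000 genes per cell, no resolution gave fewer than 3 clusters.

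**Figure D1:**
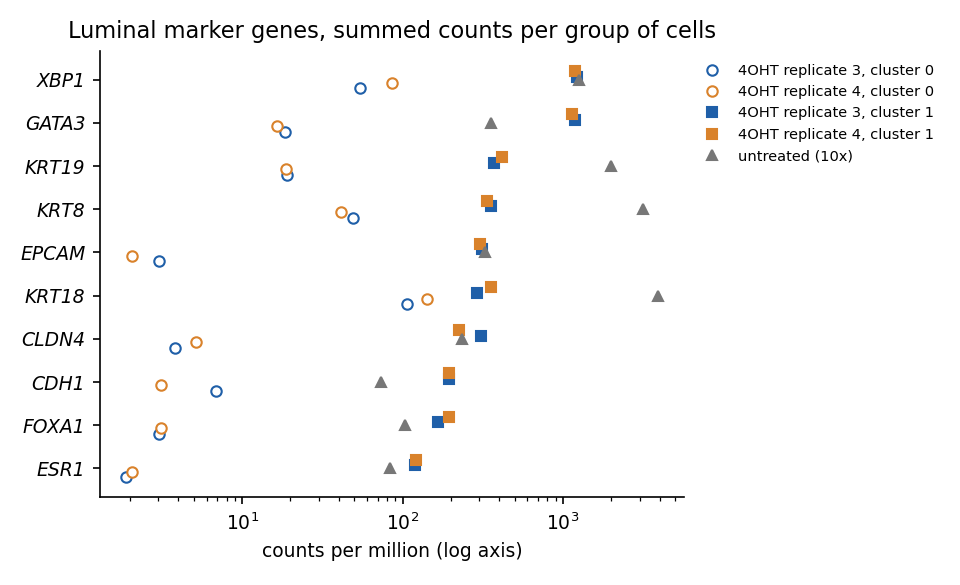
Luminal markers in the clusters of 4OHT-treated cells. The x axis is CPM on a log scale for each of the 10 genes on the y axis; open circles are cluster 0 and filled squares cluster 1, in blue for replicate 3 and in orange for replicate 4, and grey triangles are the untreated 10x library. In each library the cluster 0 point lies to the left of the cluster 1 point for all 10 genes.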

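Genes of the Hallmark list were found on both sides of the split between the clusters. Of its 127 genes with at least 50 counts, 72 had more CPM in cluster 0 in both libraries, 41 had more in cluster 1 in both, and 14 differed in direction between the libraries. CYR61, a secreted matricellular protein, was at 1100.7 CPM in cluster 0 and 26.9 CPM in cluster 1 of replicate 3, and at 1062 and 34.0 CPM in replicate 4. PHLDA1 was at 438 and 84.3 CPM in replicate 3 and at 407 and 102 CPM in replicate 4. SAT1, an enzyme of polyamine breakdown, had the opposite order, with 171 CPM in cluster 0 and 369 in cluster 1 of replicate 3, and 186 and 377 in replicate 4. NFKBIA, the IκBα inhibitor that NFκB induces, was at 35.7 and 68.7 CPM in replicate 3 and at 61.1 and 51.1 CPM in replicate 4. The area under the curve (AUC), the chance that a cell of one cluster scores above a cell of the other, was 0.612 for cluster 0 over both libraries, 0.640 in replicate 3 and 0.573 in replicate 4. With every cell thinned to 5000 UMIs the AUC was 0.565 for cluster 0 and 0.435 for cluster 1. Without thinning it was 0.388 for cluster 1, and the paper's reported values are 0.56 for cluster 0 and 0.44 for cluster 1. Of 1000 random lists of genes matched on mean expression, the central 95% gave an AUC of 0.336 to 0.614 for cluster 1, a range that holds the value of the Hallmark list.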

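In the 4OHT-treated cells of each library, cells with a Hallmark score above 0 were found in both clusters. In replicate 3 they made up 55.7% of the cluster 0 cells (49.5 to 61.8) and 37.0% of the cluster 1 cells (29.97 to 44.5), whose intervals do not overlap; in cells thinned to 5000 UMIs they do, with 50.0% (43.7 to 56.3) and 38.8% (31.3 to 46.7). In replicate 4 the shares were 33.6% (25.9 to 41.9) in cluster 0 and 21.4% (12.5 to 32.9) in cluster 1, with overlapping intervals. Over both clusters, 213 of 443 cells of replicate 3 scored above 0 (48.1%, 43.3 to 52.8) and 63 of 213 cells of replicate 4 (29.6%, 23.5 to 36.2), which made 276 of 656 cells, or 42.1% (38.3 to 46.0). Of the 144 Hallmark genes that could be tested in the sums of NFκB+ and NFκB- cells, 129 had a log2 fold change above 0 and 9 rose past an adjusted p of 0.05 in edgeR's quasi-likelihood test. These 9 were CXCL2, IFIT2, EGR1, GADD45A, TSC22D1, KLF6, BTG1, LAMB3 and PHLDA1, and since the list defines the classes they are not independent evidence. PHLDA1 (chromosome 12, 76025447 to 76031776) was at 398 CPM in NFκB+ and 230.5 CPM in NFκB- cells of replicate 3, and at 476 and 238 CPM in replicate 4. A class taken from a score is a range of cells rather than a type: 64 cells of replicate 3 and 35 of replicate 4 lay within 0.02 of 0. With genes scaled within each library the share was 42.7% in both, and with every cell thinned to 5000 UMIs, which left out 24 and 13 shallower cells, it was 45.6% and 36.5%.

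**Figure D2:**
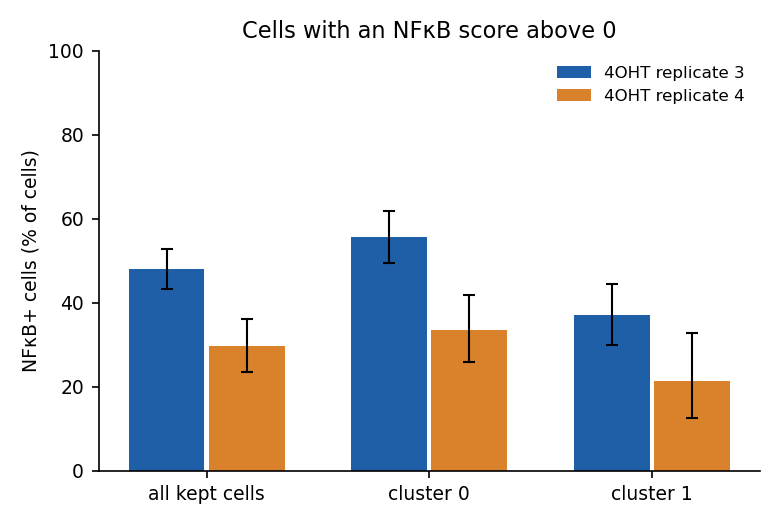
Share of NFκB+ cells by cluster and library. The y axis is the percentage of cells with a Hallmark score above 0, and the bars are all kept cells, cluster 0 and cluster 1 of replicates 3 and 4, with exact binomial 95% intervals. In each library the bar of cluster 0 is higher than that of cluster 1, and each bar of replicate 3 is higher than the matching bar of replicate 4.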

To identify NFκB + cells, we performed z-scoring of individual cells for expression of the hallmark NFκB signature and found that ~ 40% of all cells were positive (Fig. 2c), as indicated by a z-score above 0, and that these cells were equally distributed across the two clusters (Fig. 2d). To confirm that we have identified the NFκB + cell population, we performed functional enrichment analysis (FEA) for additional known NFκB signatures and found that multiple signatures were also enriched in the NFκB + cells identified by the z-scoring method (Fig. 2E, Additional file 2: Table S1). Thus, these findings confirm that NFκB activation is restricted to a specific subpopulation of cells in response to the selective pressure of ET.

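Among genes outside the Hallmark list, components of the TNF receptor and IKK pathway were slightly higher in NFκB+ than in NFκB- cells. Of the 40 tested, 30 had a log2 fold change above 0, with a median of 0.21 (camera, adjusted p = 0.0448; adjusted p = 0.383 with an estimated correlation), and 0 passed the threshold, also when adjusted over the list alone. With an estimated correlation camera rests on the 1 residual degree of freedom of this fit, so a call is nearly out of reach and these values decide little. CYLD, a deubiquitinase that restrains IKK, had a log2 fold change of 0.82 (standard error 0.29, adjusted p = 0.421), TXN, which reduces oxidised proteins, of -0.20, and CAV1, the caveolar coat protein, of 0.09. Of 17 other NFκB target genes, 11 were above 0, with a median of 0.11 (adjusted p = 0.118; adjusted p = 0.461 with an estimated correlation), and 0 passed either threshold. Their most abundant members were near 0 or not past the test, with 0.05 for B2M of antigen presentation, 0.11 for the apoptosis inhibitor XIAP, 0.51 for the receptor TNFRSF12A and 0.59 for BCL10, an adaptor of NFκB signaling. As scores per cell, the 46 measured TNF and IKK components gave an AUC of NFκB+ over NFκB- cells of 0.639 in replicate 3 and 0.582 in replicate 4, and the 28 measured target genes 0.625 and 0.565. The paper's methods call an AUC above 0.7 an enrichment, and in its Table S1 most NFκB signatures other than the Hallmark one also lay below 0.7. The lists here are not those signatures, and Hallmark genes were taken out of them. At 5000 UMIs per cell the AUCs of the lists here were 0.579 and 0.557 for the components and 0.585 and 0.524 for the targets. Cluster 0, which is low in the luminal markers, holds more of the NFκB+ cells, and with library and cluster as blocks the medians were 0.30 (adjusted p = 0.0439; adjusted p = 0.211 with an estimated correlation) for the components and -0.03 (adjusted p = 0.344) for the targets. Within a single cluster the components were not called, with a median of 0.07 in cluster 1 alone (adjusted p = 0.833) and 0.29 in cluster 0 alone (adjusted p = 0.0948), and without replicate 3 they were at 0.38 relative to all tested genes, over the 6 of the 40 that could be tested. The targets were at -0.12 in cluster 1 alone (camera, adjusted p = 0.952) and at 0.14 in cluster 0 alone (adjusted p = 0.301).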

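The Hallmark scores of the 4OHT-treated cells had 1 main peak, in the bin just below 0 at a bin width of 0.05, and a long upper tail; smaller rises between neighbouring bins were not tested. Its 5th and 95th percentiles were -0.158 and 0.201, its median -0.0163, its 75th percentile 0.0582 and its highest cell 0.630. Cells varied more in this list than in lists of other genes: the standard deviation of the score was 0.113, against 0.0787 to 0.0893 for the central 95% of 1000 random lists matched on mean expression. Skewness was 0.954 in replicate 3 and 1.71 in replicate 4. A mean of scaled values over random lists lay above 0 in a median of 47.4% of the cells (45.1 to 49.5), and the share of NFκB+ cells by the Hallmark list was below that range over both libraries. In replicate 4 the range of the random lists was 29.1 to 39.9%, which holds that library's share. The paper starts from its GFP reporter lines, in which only some of the treated cells were NFκB+ (Fig. 1c). From this, the cells with a score above 0 and the further NFκB signatures higher in them, it concludes that only a subset activates NFκB.

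**Figure D3:**
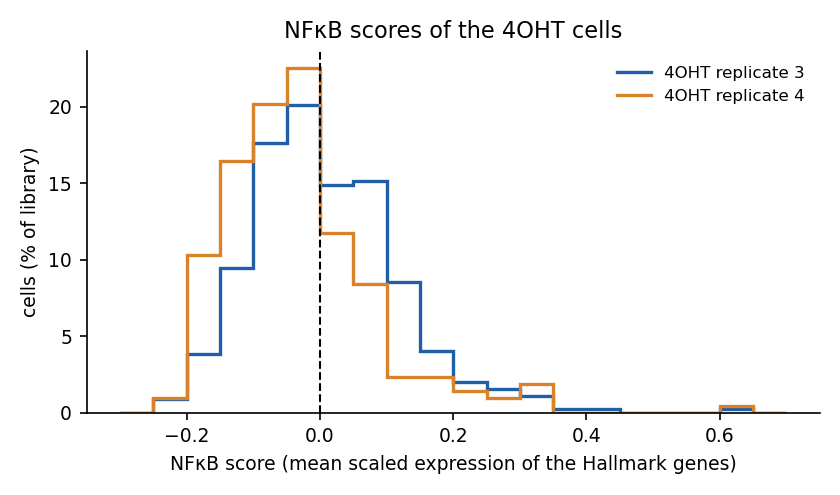
Distribution of the Hallmark score in 4OHT-treated cells. The x axis is the score (mean of scaled log-normalized values, no unit) and the y axis the percentage of the library's kept cells per bin, for replicate 3 and replicate 4; the dashed line marks 0. Each library is highest in the bin just below 0, and the highest cell is at 0.624 in replicate 3 and 0.630 in replicate 4.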

**Fig. 2:**
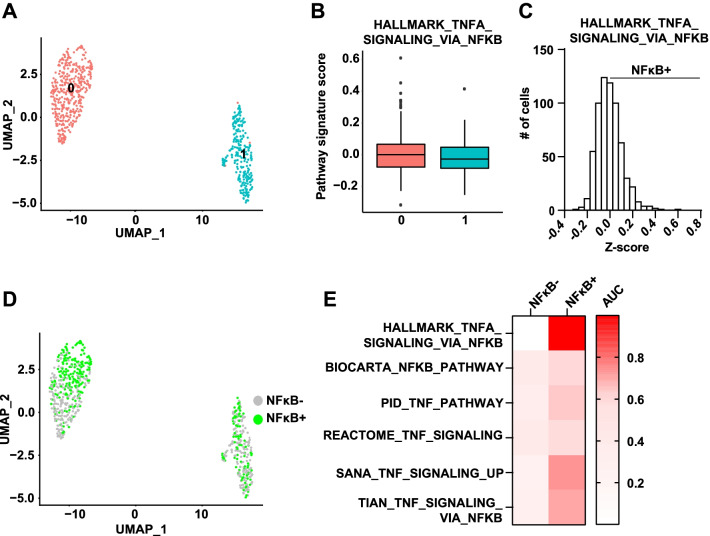
Single-cell RNA sequencing identifies an NFκB + cell population. **a** scRNA sequencing was conducted on MCF-7 cells treated with 4OHT for 2 weeks in clonogenic conditions. Bi-dimensional representation of 648 single-cell transcriptomes is shown (UMAP). **b** Box plots represent the Hallmark NFκB signature pathway score (median, interquartile values, range, and outliers) for each cell cluster. FEA for each cluster was performed but threshold for enrichment was not reached for either (Cluster 0: AUC 0.56, *P* = 0.02; Cluster 1: AUC 0.44, *P* = 0.02). **c** Bar plot showing the distribution of z-scores for the Hallmark NFκB signature on a per cell basis. **d** NFκB + cells (green) and NFκB- cells (gray), based on individual cell z-scores, are distributed across cell clusters defined in **a**. **e** FEA was performed for additional known NFκB genes signatures from MsigDB. AUC values are shown in a heatmap, and P-values are presented in Additional file 2: Table S1

### *The NFκB* + *cell population is preexisting, enriched by the selective pressure of ET, persists in ET resistance, and is predictive of aggressive tumors and disease relapse*

We next asked whether the NFκB + cell population arises de novo with the selective pressure of 4OHT or is a preexisting population. To address this question, we integrated the 4OHT-treated scRNA-seq dataset with a dataset from untreated parental MCF-7 cells [23]. We identified five different populations with unique transcriptional profiles (Fig. 3A), two of which were enriched with 4OHT treatment, two not different, and one depleted with 4OHT treatment compared to parental cells (Fig. 3b). FEA for NFκB activity was performed and only Cluster 4 was found to be highly enriched for well-established NFκB signatures (Fig. 3c and Additional file 3: Table S2). To further verify that Cluster 4 is the NFκB + cell population of interest, we generated a custom signature derived from ER + tumors of patients that underwent neoadjuvant TAM treatment, which we previously showed was enriched for NFκB activity [17]. We found that only Cluster 4 was enriched for the TAM-treated tumor signature (Fig. 3d). These findings indicate that Cluster 4 is a clinically relevant NFκB + cell population that is preexisting and can expand under the selective pressure of ETs. 

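The untreated MCF-7 cells of the authors' laboratory were grown with 10 nM E2 according to their label and captured as 1 library on the 10x Genomics platform. The authors aligned the reads to GRCh38 with Cell Ranger 3.0.0 and deposited UMI counts of 93502640 over 5027 barcodes and 33542 genes. Of these barcodes, 3637 had at least 2000 detected genes, and 2727 of them exceeded 10% MT counts. Their median MT share was 11.2%, against 5.77% and 6.83% in the barcodes of the 4OHT replicates 3 and 4 that passed the same minimum of genes. Nuclear copies of MT genes, which the MT share leaves out, took a median of 4.86% and 6.12% of the counts in kept cells of replicates 3 and 4. In the kept untreated cells they took 0, so the MT shares of the platforms are not like for like. After removal of 26 doublets by Scrublet, 884 cells remained, with a median of 23436 UMIs and 4900 genes, and the paper's reported number is 2911 untreated cells. The table also lists the features EGFP, mCherry, NeoR/KanR and Kan/Neo, each with 0 counts in all barcodes, which by 3 counts of 884 allows up to 0.339% of the kept cells with a UMI. How well these features are captured is not known, so this does not bound the share of cells that carry them. The tables of the 2 platforms share 19667 genes, which hold 99.5% of the counts of the untreated cells and 74.2% and 74.4% of those of the 4OHT replicates. Over these genes each condition was normalized with SCTransform and integrated with Seurat's anchors on 3000 features and 30 components. No resolution from 0.1 to 1.2 gave the 6 clusters of the paper's supplement, and 5 clusters at resolution 0.4 were used; 7 clusters, found from resolution 0.5 to 0.7, are as close to that number. Platform, medium and sequencing differ together with the treatment and cannot be told apart from it, and with 1 untreated library no test of the shares was made.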

Because these findings were obtained using publicly available data from untreated MCF-7 cells, we conducted similar analysis on two other datasets of untreated MCF-7 cells, one from our laboratory and one from Dr. Oesterreich’s laboratory (Additional file 1: Figure S1 A-H, Additional file 7: Table S6). This analysis confirmed that an NFκB + cell population preexists in MCF-7 cell lines obtained from multiple sources.

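By AUC, the Hallmark list was highest in different clusters in the treated and in the untreated MCF-7 cells. Over both 4OHT libraries it was highest in integrated cluster 0 (AUC 0.633 against the other treated cells), whose leading genes included the aldo-keto reductase AKR1C2, the collagenase MMP1, the collagen cross-linker LOX and the chemokine CXCL8, while the untreated cells of that cluster had an AUC of 0.412. In untreated cells it was highest in cluster 3 (AUC 0.646), which is led by mitotic genes such as UBE2C, CENPE and ASPM, and where the treated cells had an AUC of 0.525. Untreated cells of cluster 3 were also the deepest, with a median of 32328 UMIs against 20492 to 25727 in the other clusters. Cells were not thinned to equal depth here, so depth may add to that AUC. By mean score, taken per library, cluster 0 was highest in replicate 3 (0.0534) but not in replicate 4 (-0.00665, against 0.0288 in cluster 4), and in untreated cells cluster 2 (0.0294) lay above cluster 3 (0.0266). Summed G2/M genes were at 12143 CPM in the treated cells of cluster 3 and 3889 CPM in the other treated cells. Over the cells of both conditions, with scores scaled within each condition, cluster 3 had the highest AUC, 0.600. Cluster 3 held 11.5% of the cells of 4OHT replicate 3, 16.0% of replicate 4 and 19.3% of the untreated cells, and cluster 0 held 24.6%, 17.4% and 23.5%. Summed luminal markers were at 335 and 369 CPM in the treated cells of clusters 1 and 3 and 6435 in those of cluster 2, and between 10962 and 13425 in the untreated cells of every cluster. At resolution 0.8, which gave 8 clusters, 1 cluster had the highest AUC in both conditions, 0.828 in its 28 treated cells and 0.956 in its 8 untreated cells (0.905% of the untreated cells, 0.391 to 1.78). Its untreated cells were led by GPNMB, a lysosomal glycoprotein, the detoxifying enzyme CYP1A1, the cytokine IL6, ATF3, the cell cycle inhibitor CDKN1A and the stress cytokine GDF15. A single cluster was highest in both conditions in 3 of the 8 settings run: at resolution 0.8, with the untreated cells thinned to the depth of the treated ones, and with cluster 1 of the treated cells alone. The paper concludes that NFκB+ cells are already present in MCF-7 cells before treatment. It draws this first from parental cells of another study, where its cluster 4 was enriched for NFκB signatures and a signature of tamoxifen-treated tumors (Fig. 3). Table S6 adds the enrichment found with untreated cells of the authors' and of another laboratory.

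**Figure D4:**
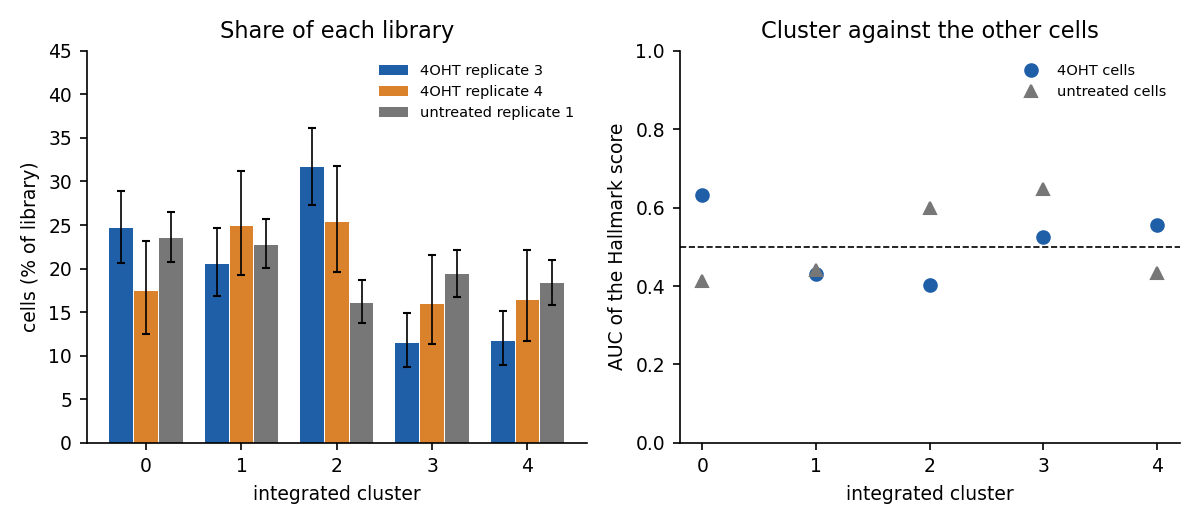
Integrated clusters of 4OHT-treated and untreated cells. The left panel shows the percentage of each library's kept cells in each cluster with exact binomial 95% intervals, and the right panel the AUC of the Hallmark score of each cluster against the other cells of the same condition, with a dashed line at 0.5. In the treated cells of both libraries together cluster 0 is highest, at 0.633, and in untreated cells cluster 3, at 0.646.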

**Fig. 3:**
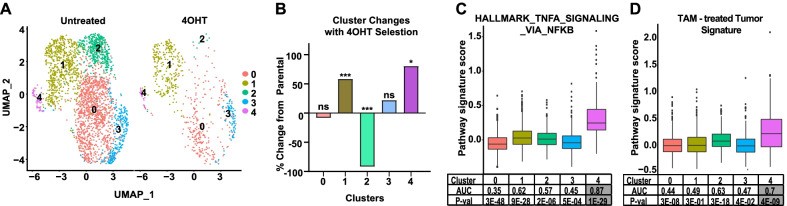
Integration of two single-cell RNA sequencing datasets from untreated and 4OHT-treated MCF-7 cells. **a** Single-cell transcriptomes from 2618 parental MCF-7 cells and 648 4OHT-treated MCF-7 cells were integrated and represented bi-dimensionally using Seurat package v.3.1. **b** The percent change in abundance of cell populations with 4OHT treatment relative to the total population for each group are shown. *P < 0.05, ***P < 0.001, ns = not significant. **c** FEA was performed for NFκB gene signatures with one representative example shown in box plots. AUC and P-values for other NFκB signatures are presented in Additional file 3: Table S2. **d** A custom gene signature was derived from differentially expressed genes in tumors of patients receiving neoadjuvant tamoxifen. The signature was used for FEA and the signature score per cluster is presented in boxplots

We were also interested in whether the NFκB + cell population found with short term 4OHT treatment persists in long-term resistance. To address this, we took advantage of a scRNA-seq dataset from Hong et al. that was obtained from long term estrogen deprived (LTED) MCF-7 cells to mimic aromatase inhibitor resistance [18]. Unsupervised clustering of integrated datasets revealed 4 different clusters (Additional file 1: Fig S1 I, J). FEA for NFκB activity and a custom signature derived from ER + tumors of patients that underwent neoadjuvant TAM treatment showed enrichment in Cluster 2 (Additional file 1: Fig. S1K-L, Additional file 8: Table S7). Interestingly, this population was not statistically different between either LTED or 4OHT treatment, suggesting that the NFκB + cell population can persist in a long-term resistance model.

Since the NFκB + cell population that expands with 4OHT treatment appears to be preexisting in cell lines, we next investigated whether this population might be detected in untreated human tumors, and if so, whether it is predictive of patient outcome. For this purpose, we created a custom NFκB + cell population signature (called “NFκB + Population Signature”) derived from differentially expressed genes (DEGs) from Cluster 4 (Additional file 4: Table S3) to interrogate ER + tumors from a publicly available database [27, 28]. It was found that tumors expressing this signature were more likely to be high grade (Fig. 4a) and associated with an increased risk of relapse (Fig. 4b). We also asked whether the NFκB + cell population may be involved in tumor metastasis. To address this question, we utilized publicly available scRNA-seq datasets from ER + primary and metastatic patient-derived xenograft (PDX) tumors, UCD65 and UCD4 [25]. For the UCD65 PDX model, we identified 5 cell clusters and for UCD4 we identified 6 cell clusters (Fig. 4c), with each cluster consisting of a different ratio of primary or metastatic cells (Fig. 4d). FEA for the NFκB + Population Signature showed enrichment in Cluster 4 of UCD65, which consists of cells from brain metastases, and Cluster 1 of UCD4, which consists of liver metastases (Fig. 4e), indicating that cell populations found in metastases retain the NFκB + Population Signature. Taken together, our findings suggest that an NFκB + cell population can be found in untreated primary ER + breast tumors prior to ET, as well as in metastatic ER + PDXs, and that the preexistence of these cells is predictive of disease relapse.

**Fig. 4:**
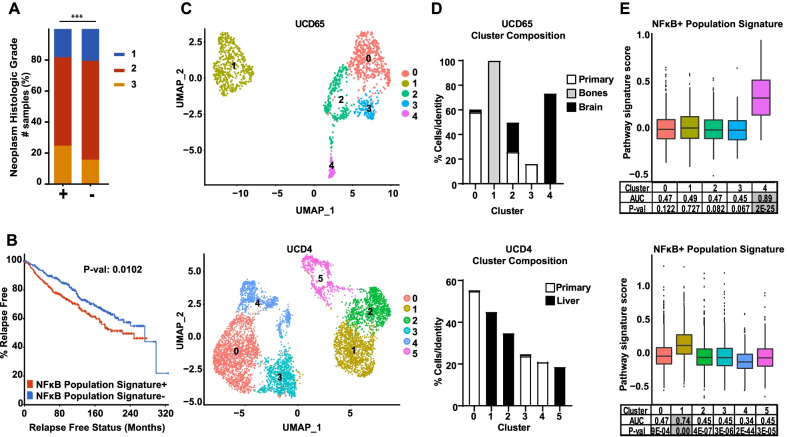
Clinical relevance of an NFκB + population signature. **a, b** The NFκB + Population Signature was interrogated in 1817 ER + breast tumors from the Metabric cohort available in cBioPortal for Cancer Genomics. Histologic grade **(a)** and patient relapse free survival **(b)** between tumors + vs. – for expression of the NFκB + Population Signature are displayed. Statistical significance was determined using chi-squared test **(a)** or log-rank test **(b)**. ***P < 0.001. **c** Single-cell transcriptomes of from primary and metastatic tumors of PDX models UCD65 (top) and UCD4 (bottom) are represented in UMAP plots. **d** The proportion of cells in each cluster is indicated by their origin (i.e., primary tumor or metastatic location). **e** FEA was performed for the NFκB + Population Signature on both datasets with box plots showing signature scores per cluster

### The integrated stress response (ISR) is activated under the selective pressure of ET

To understand which genes and pathways are active in the NFκB + cell population, we defined the top DEGs relative to other populations (Fig. 5a, Additional file 4: Table S3). We first examined expression of these DEGs in multiple ER + models following two weeks under the selective pressure of 4OHT, ICI, or ED. We found that most of the DEGs from the NFκB + cell population were up-regulated to varying degrees by each ET agent in each model (Fig. 5b). Importantly, some agent- and model-specific differences were observed, which may reflect either i) different regulatory mechanisms specific to a particular model or agent, or ii) the limitation of assessing cell population specific DEGs within an entire bulk population of treated cells. Thus, to address the cell population specificity of DEGs, we first used a bioinformatics approach and found heterogeneous expression of DEGs across the original 4OHT-treated cell clusters (Fig. 5c). 

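The 11 genes of Fig. 5 differed in which cluster of 4OHT-treated cells expressed them more. In both libraries, 5 had more CPM in cluster 0 (SQSTM1, PPP1R15A, ATF6, ATF4 and DDIT3), 2 had more in cluster 1 (KLF4 and CEBPB), and 4 differed in direction between the libraries (HSPA5, DDIT4, ATF3 and GADD45A). SQSTM1, the autophagy receptor p62 (chromosome 5, 179806398 to 179838078), was at 300.4 CPM in cluster 0 and 87.9 CPM in cluster 1 of replicate 3, and at 270.2 and 126 CPM in replicate 4. PPP1R15A, which directs dephosphorylation of eIF2α, was at 58.5 and 13.5 CPM in replicate 3 and at 67.3 and 8.51 CPM in replicate 4. KLF4, a transcription factor (chromosome 9, 107484852 to 107490482), was at 29.2 CPM in cluster 0 and 58.1 CPM in cluster 1 of replicate 3, and at 49.7 and 126 CPM in replicate 4. CEBPB, another transcription factor, was at 66.5 and 167 CPM in replicate 3 and at 54.9 and 78.7 CPM in replicate 4. HSPA5, the chaperone BiP, was at 275 and 286 CPM in replicate 3 and at 272 and 240.4 CPM in replicate 4. DDIT4, an inhibitor of mTORC1, was at 57.4 and 61.7 CPM in replicate 3 and at 137 and 25.5 CPM in replicate 4. ATF3 was the least abundant, with 5.70 CPM in cluster 0 and 11.3 CPM in cluster 1 of replicate 3 and 5.18 and 2.13 CPM in replicate 4. Clusters were formed on expression itself, so no test was made between them, and cluster 0 is low in the luminal markers.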

Next, to understand whether this expression pattern was related to NFκB activity, we clustered 4OHT-treated cells into NFκB + and NFκB- populations based on their NFκB pathway signature score, as demonstrated in Fig. 2c and d. 

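All 11 genes of Fig. 5 had more CPM in NFκB+ than in NFκB- cells in both libraries of 4OHT-treated cells, with a median log2 fold change of 1.09 and a range of 0.45 to 4.20. GADD45A, a stress-induced regulator of growth arrest (chromosome 1, 67685201 to 67688334), rose with a log2 fold change of 1.56 (standard error 0.26, adjusted p = 0.0155 in edgeR's quasi-likelihood test), from 27.4 to 75.5 CPM in replicate 3 and from 40.3 to 151 CPM in replicate 4. The other 10 genes of the figure did not pass the threshold. Of these, the stress-induced transcription factor ATF3 (chromosome 1, 212565334 to 212620777) had 35 counts in NFκB+ and 2 in NFκB- cells, a ratio of 21.5 (5.53 to 185). DDIT4 (chromosome 10, 72273919 to 72276036) had a log2 fold change of 2.28, with 0.92 in replicate 3 and 4.39 in replicate 4, DDIT3, the CHOP transcription factor, of 1.42, KLF4 of 1.33 and PPP1R15A of 1.09. HSPA5 was at 0.74 (adjusted p = 0.0693), CEBPB at 0.67, SQSTM1 at 0.64, ATF4 at 0.58 and ATF6, a sensor of endoplasmic reticulum stress, at 0.45. Of the 11, 6 are on the Hallmark list that defines the classes, and the 5 that are not (ATF4, HSPA5, ATF6, DDIT4 and DDIT3) had a median of 0.74 (camera, adjusted p = 1.35e-09; adjusted p = 0.357 with an estimated correlation), with 3 past the threshold when adjusted over the list alone. Of the genes that Table S3 gives as higher in the paper's cluster 4, 60 were tested outside the Hallmark list; 47 were above 0, with a median of 0.30 (adjusted p = 2.70e-10; adjusted p = 0.322 with an estimated correlation), and 1 passed the threshold, ERRFI1 (11 when adjusted over the list alone). The study chose both lists partly on these cells, so they are not independent evidence. Among all 13039 genes tested outside the Hallmark list, 9 rose and 6 fell in NFκB+ cells. CHAC1, a glutathione-degrading target of ATF4, rose with a log2 fold change of 3.04 (standard error 0.56, adjusted p = 0.035), 1.68 in replicate 3 and 4.25 in replicate 4, the interferon-induced IFIT1 with 2.98 (standard error 0.43), and NDRG1, a hypoxia-induced gene, with 1.54 (standard error 0.22, adjusted p = 0.0055), or 2.41 without replicate 3 and -0.53 in cluster 1 alone. The estrogen-induced TFF1 fell by 1.77 on the log2 scale (standard error 0.18, adjusted p = 0.000363), the disulfide isomerase AGR2 by 1.35 and the growth factor MDK by 0.92. The other genes that rose were IFIT3, ARHGEF2, SAMD9, STC1 (-0.96 in cluster 1 alone), ERRFI1 and HLA-A, and the other genes that fell were IGFBP5 (0.11 in cluster 1 alone), LXN and CD24 (1.31 in cluster 0 alone). In cluster 1 of replicates 3 and 4 NDRG1 had only 41 and 4 counts and STC1 57 and 15. CD24 had 53 and 18 in cluster 0. By library IGFBP5 was at -0.64 and -4.31 in cluster 1 and NDRG1 at -0.23 and 1.74, so their signs there are not settled. In a cluster alone the cells were scored again, with 111 of 251 cells of cluster 1 above 0, against 82 before. All 9 that rose had more CPM in cluster 0, low in the luminal markers, and all 6 that fell had more in cluster 1. With library and cluster as blocks, 0 genes passed in edgeR, with 309 higher and 564 lower at an unadjusted p under 0.05, and GADD45A kept a log2 fold change of 1.57 (adjusted p = 0.0576). The folds of the 15 genes kept a median of 68.9% of their size, with 2.61 for IFIT1, 2.39 for CHAC1, 1.70 for both SAMD9 and ARHGEF2, -1.09 for TFF1 and -0.07 for CD24. DESeq2, without the cluster block, called 2 higher and 9 lower among the 906 genes to which it gave an adjusted p.

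**Figure D5:**
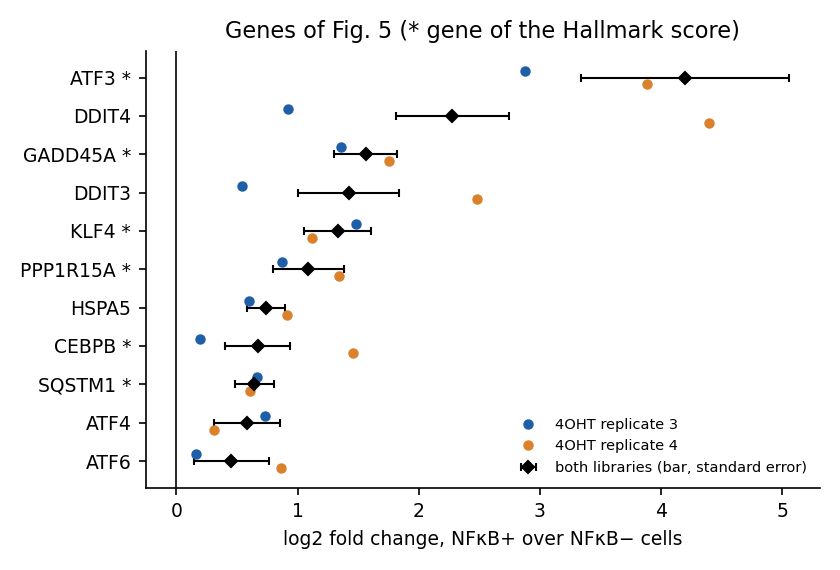
Genes of Fig. 5 in NFκB+ against NFκB- cells. The x axis is the log2 fold change for each gene on the y axis; diamonds are the fit over both libraries with its standard error, circles are replicates 3 and 4, and an asterisk marks genes of the Hallmark score. All diamonds lie above 0, from 0.45 for ATF6 to 4.20 for ATF3.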

We found that the average expression of top DEGs is higher in NFκB + compared to NFκB- cells (Fig. 5d). And finally, we examined expression of the DEGs in the NFκB-RE-GFP reporter cells. We isolated GFP + and GFP- cells from the MCF-7-NFκB-RE-GFP reporter cell line after two weeks of 4OHT treatment and found that the majority of genes specific for the NFκB + cell population were, in fact, more highly expressed in GFP + compared to GFP- cells (Fig. 5e). Together these findings confirm expression of top DEGs specifically in the NFκB + cell population.

**Fig. 5:**
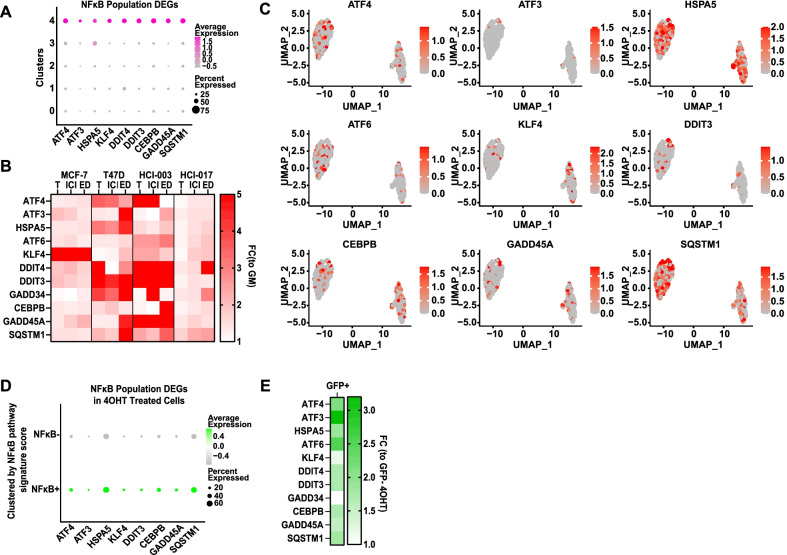
Expression of DEGs from the NFκB + cell population in multiple ER + breast cancer models treated with ETs. **a** Top DEGs in the NFκB + cell population (Cluster4) are represented in dot plots, with color representing expression level and size representing the percentage of cells in the cluster expressing the gene. **b** Expression of DEGs was determined by QPCR in MCF-7 and T47D cell lines and HCI-003 and HCI-017 PDxOs treated with different ETs for two weeks. The heatmap represents Fold Change for each gene relative to GM control. **c** Expression of top DEGs in the original 4OHT-treated cell populations from Fig. 2a are displayed on UMAP plots, representing gene expression level. **d** Expression of top DEGs is represented in dot plots for NFκB + vs NFκB- cell populations based on NFκB pathway signature score, as in Fig. 2. **e** Expression of DEGs was determined by QPCR for sorted GFP + cells relative to GFP- cells from the MCF-7-NFκB-RE-GFP cell line treated with 4OHT for 2 weeks

While several of the DEGs found in the NFκB + cell population (e.g., ATF3, KLF4, CEBPB, SQSTM1) are included in well-established NFκB signatures [21, 29–32], others are not (e.g., SLC3A2, EIF4A2, TERF2IP, SNHG12). Thus, to understand how these DEGs might be related to each other and to NFκB, we performed Ingenuity Pathway Analysis (IPA) and found a united network was formed with two central nodes, the NFκB family member RelA/p65 and ATF4 (Fig. 6a). Moreover, an independent ATF4 gene signature is found to be highly enriched in the NFκB + cell population (Fig. 6b). It is well established that ATF4 is a key player in ISR, a complex cellular response to sublethal stress. Accordingly, we showed that an ISR gene signature is also enriched in the NFκB + cell population (Fig. 6c) and highly correlated with NFκB activity, specifically in the NFκB + Cluster 4 cell population (Fig. 6d). It is known that ISR is activated in response to various stressors, and accordingly, we find that the NFκB + cell population is enriched for multiple stress and survival pathways, including P53, unfolded protein response (UPR), apoptosis, hypoxia, and UV response (Additional file 5: Table S4), and that these signatures are highly correlated with the NFκB signature specifically in Cluster 4 (Additional file 6: Table S5).

**Fig. 6:**
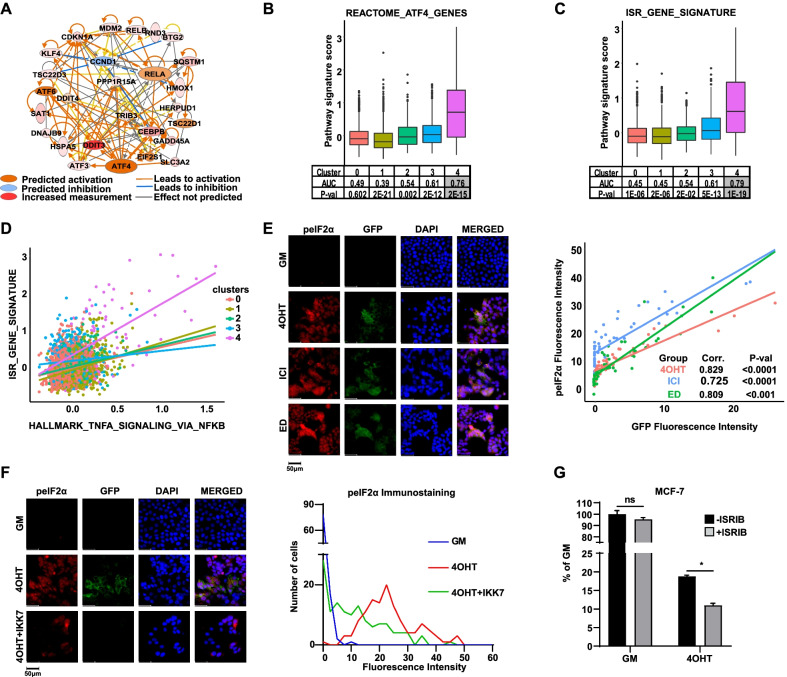
ISR pathway activation in the NFκB + cell population under selective pressure of ETs. **a** IPA network analysis for DEGs of the NFκB + cell population. Two central nodes were identified, p65/RelA (activation z-score = 2.017, *P* = 1.42E-05) and ATF4 (activation z score = 3.549, *P* = 1.04E-15). **b, c** FEA was performed to examine enrichment of ATF4 and ISR gene signatures across clusters. **d** Correlation between a hallmark NFκB signature and the ISR gene was examined for each cluster. Correlation was calculated using Pearson’s Correlation function in RStudio software (r = 0.56; *P* = 0.001). **e** Co-immunofluorescence for peIF2α and GFP was performed on MCF-7-NFκB-RE-GFP cells treated with different ETs for 2 weeks in clonogenic conditions. Scatter plot shows analysis of fluorescence intensity for peIF2α and GFP per cell in each treatment group. Intensity was measured by ImageJ software and Pearson’s correlation coefficients and P-values are shown on the graph. Scale bar: 50 µm. **f** Co-immunofluorescence for peIF2α and GFP was performed as described above. IKK7 (1 µM), an inhibitor of IKKα/β, was added for the last 72 h of culture. Histograms show fluorescence intensity of peIF2α vs. number of cells analyzed in each treatment groups. Scale bar: 50 µm. **g** The effect of an ISR inhibitor (ISRIB, 10 µM) was examined on growth of GM and 4OHT-treated cells after 2 weeks of treatment. *P < 0.05, ns = not significant

In response to these stressors, ISR kinases (i.e., GCN2, PKR, PERK, HRI) become activated and can phosphorylate eIF2α to reprogram protein translation to combat the stress condition. Therefore, we next asked whether ET activates ISR by examining phosphorylation of eIF2α (peIF2α) and whether this activation is specific for NFκB + cells. Interestingly, we found that the selective pressure of 4OHT, ICI or ED leads to a substantial increase of peIF2α compared to GM and that this activation is highly correlated with co-activation of NFκB based on GFP activity (Fig. 6e). To determine whether NFκB may regulate ISR, we used the NFκB pathway inhibitor IKK7 for the last 72 h of the 2-week 4OHT treatment and found a reduction in peIF2α levels (Fig. 6f), suggesting that NFκB contributes to ISR activation by ET. To determine what function ISR may be playing in response to ET, we used a specific inhibitor of ISR, ISRIB, which blocks peIF2α function [33, 34], and found that ISRIB was more effective at suppressing growth of 4OHT-treated cells compared to GM (Fig. 6g), suggesting ISR may be acting downstream of NFκB to play a protective role in response to ET.

## Discussion

This study identifies an NFκB + subpopulation of ER + breast cancer cells that are enriched in response to ET and highlights activation of stress response pathways as an underlying mechanism for the expansion of this cell population. While there is a long history linking NFκB and cellular stress to ET resistance, particularly by the Clarke laboratory [35–38], the work reported here highlights two unique aspects of this connection that have yet to be appreciated. First, the studies we conducted are looking at early adaptive responses to multiple ET agents in ET-sensitive preclinical models of breast cancer. And second, our studies highlight the heterogenous nature of NFκB activity in ER + disease by defining a unique NFκB + cell population. Importantly, the NFκB + cell population appears to be preexisting in MCF-7 cells, persists in resistance, and expression of a signature derived from this population in primary tumors prior to ET is predictive of higher-grade disease and reduced relapse free survival. Moreover, a cell population expressing the NFκB + Population Signature was detected in metastatic tumors of PDXs that were derived from breast cancer patients heavily treated with ET and/or chemotherapy. These findings suggest that the presence of an NFκB + population in ER + tumors prior to ET allows for a greater number of cells to survive ET and contribute to the eventual development of ET-resistant and metastatic disease.

Our previous work indicated that NFκB activation following ET treatment was restricted to a population of cells that retained ER but proliferated, albeit slowly, despite the presence of 4OHT [17]. Use of scRNA-seq and various bioinformatics approaches has allowed us to define this population in detail and identify potential mechanisms underlying their survival. Here, we show that this population demonstrates a unified stress-response mechanism, with NFκB and ATF4 as central regulators, that enables these cells to grow and/or survive under the selective pressure of different ETs. Bioinformatics analysis further suggested ISR as a key pathway activated in NFκB + cells, which we confirmed by demonstrating increased phosphorylation of eIF2α with ETs. ISR is considered to be a protective cellular response to sublethal stress, such as amino acid deprivation, hypoxia, unfolded protein response, or viral infection. In response to these stressors, stress kinases (i.e., GCN2, PKR, PERK, HRI) become activated and phosphorylate eIF2α, resulting in a cellular reprogramming of protein translation. While synthesis of most proteins is reduced, selective activation of other pathways occurs. In particular, the selective activation of ATF4 and ATF4 targets occurs in response to ISR so that cells can respond to stress through mechanisms that limit cellular damage (i.e., up-regulation of autophagy and anti-apoptotic mechanisms). However, if cellular stress becomes overwhelming, cell death programs can be turned on instead. Our studies suggest that the selective pressure of ET creates a sublethal stress condition to activate ISR, primarily in the NFκB + cell population. Moreover, we suggest that ISR activation allows for growth and/or survival of cells on ET, as demonstrated by the use of ISRIB, a small-molecule ISR inhibitor that can rescue translation when eIF2α is phosphorylated under chronic but not toxic conditions [33, 39].

Crosstalk between NFκB and ATF4 has yet to be studied in ER + breast cancer, and likewise, the mechanistic relationship between NFκB and ISR remains to be clarified. One previous study indicated that synthesis of IκB proteins, which inhibit NFκB activity, are selectively reduced by ISR, thereby leading to an increase in NFκB activity [40]. However, our studies suggest that NFκB may in fact be upstream of ISR, as inhibition of IKKα/β substantially reduced ISR activation. While the mechanism by which NFκB contributes to ISR is unknown, some ATF4 targets and key players in the ISR pathway, such as HSPA5 [41–44], SQSTM1 [45], and the unfolded protein response (UPR) [46, 47] pathway in general, are known to contribute to ET resistance, emphasizing the potential importance of this population to the development of resistance. Interestingly, we find that all ET agents used produced similar, although not identical, responses in the short term. Others have suggested that the selective pressure of therapy allows for survival of populations that allow for the eventual development of resistant populations through varying mechanisms [48]. Hence, we suggest that the expansion of an NFκB + cell population in response to ET could represent a precursor to the development of the various resistance mechanisms associated with ETs.

One finding of note was the varying responses of different models to different ETs, not only at the transcriptomic level but also at the cellular level. For example, both PDxOs responded very well to ED in terms of organoid size but less so to 4OHT or ICI, whereas HCI-003 PDxO responded equally well to ETs in terms of ER target gene regulation. NFκB activation and expression of NFκB + cell population DEGs in response to different ETs also varied between the cell lines and PDxOs. There are numerous explanations for these therapy and model-specific differences, including inter- and intratumoral heterogeneity and different genetic and epigenetic backgrounds of patients. It is well established that epigenetic changes, such as DNA hypo/hyper-methylation, histone acetylation/deacetylation, and micro-RNA-based alterations, can contribute to breast cancer heterogeneity [49]. Additional model-specific factors, varying degree of estrogen dependence and differences in ETs’ mechanism of actions may also account for the heterogeneity observed.

We have previously demonstrated that targeting NFκB in combination with 4OHT in ET-sensitive breast cancer models, prior to the development of resistance, can prevent cell regrowth and tumor recurrence after withdrawal of ET [17]. However, NFκB inhibition is unlikely to be a clinically viable option for cancer patients given NFκB’s broad physiological role, particularly in the immune system [50–52]. Therefore, other mechanisms, such as ISR, which contribute to the survival of NFκB + cells offer additional targets for the development of novel therapeutic strategies.

## Conclusions

Taken together, the work presented here highlights the identification of a clinically relevant NFκB + breast cancer cell population that is preexisting, enriched on ET, and predictive of increased risk of disease relapse. Activation of NFκB is highly correlated with activation of multiple cellular stress pathways, including the ISR, suggesting that the selective pressure of ET induces a sublethal stress, which NFκB-regulated ISR can protect against. We suggest that targeting ET-induced cellular stress in combination with ET may limit the survival of breast cancer cells on ET, prevent relapse, and improve overall outcomes for ER + breast cancer patients.

## Supplementary Information

**Additional file 1:** Supplemental Figure 1 showing integration of scRNA-seq datasets from additional MCF-7 cell lines.

**Additional file 2:** Supplemental Table 1 showing results of Functional Enrichment Analysis of NFκB gene signatures in 4OHT-treated MCF-7 cell populations.

**Additional file 3:** Supplemental Table 2 showing results of Functional Enrichment Analysis of NFκB gene signatures in integrated parental and 4OHT-treated MCF-7 cell populations.

**Additional file 4:** Supplemental Table 3 showing DEGs from the NFκB+ cell population (i.e. Cluster 4).

**Additional file 5:** Supplemental Table 4 showing results of Functional Enrichment Analysis of Hallmark Signatures from MSigDB for the NFκB+ cell population (i.e. Cluster 4).

**Additional file 6:** Supplemental Table 5 showing correlation coefficients and p values of stress pathways vs. Hallmark NFκB signature in Cluster 4.

**Additional file 7:** Supplemental Table 6 showing results of Functional Enrichment Analysis of NFκB gene signatures in integrated MCF-7 cell populations from different laboratories.

**Additional file 8:** Supplemental Table 7 showing results of Functional Enrichment Analysis of NFκB gene signatures in integrated LTED (GSE122743) and 4OHT-treated MCF-7 cell populations.

## Data Availability

The datasets generated and analyzed in the current study are available in the Gene Expression Omnibus repository (GSE 181,812).

## Abbreviations

4OHT: 4-Hydroxytamoxifen
E2: Estradiol
ED: Estrogen deprivation
eIF2α: Eukaryotic translation initiation factor 2A
ER: Estrogen receptor
ET: Endocrine therapy
FEA: Functional enrichment analysis
ICI: ICI 182,780
ISR: Integrated stress response
NFκB: Nuclear factor kappa B
PDxO: Patient-derived xenograft organoid
peIF2α: Phosphorylated eukaryotic translation initiation factor 2A
scRNA-seq: Single-cell RNA sequencing
TAM: Tamoxifen

# Supplementary material for: Selective pressure of endocrine therapy activates the integrated stress response through NFκB signaling in a subpopulation of ER positive breast cancer cells
**Source:** Breast Cancer Res. 2022 Mar 9;24:19. doi: 10.1186/s13058-022-01515-1

Supplemental Figure 1. Integration of scRNA-seq datasets from additional MCF-7 cell lines.

(A) Single-cell transcriptomes from 2911 untreated MCF-7 cells from the Frasor lab and 648 4OHT-treated MCF-7 cells were integrated and represented bi-dimensionally using Seurat package v.3.1. **(B)** The percent change in abundance of cell populations with 4OHT treatment relative to the total population for each group are shown. **(C)** FEA was performed for NF κ B gene signatures with one representative example shown in box plots. AUC and P-values for other NF κ B signatures are presented in Supplemental Table 6. **(D)** A custom gene signature was derived from differentially expressed genes in tumors of patients receiving neoadjuvant tamoxifen. The signature was used for FEA and the signature score per cluster is presented in boxplots. **(E-H)** The same analysis was performed for single cell transcriptomes from 769 untreated MCF-7 cells (GSE144320). **(I-L)** The same analysis was performed for single-cell transcriptomes from 1677 LTED MCF-7 cells (GSE122743). *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001, ns=not significant.

S. Fig. 1

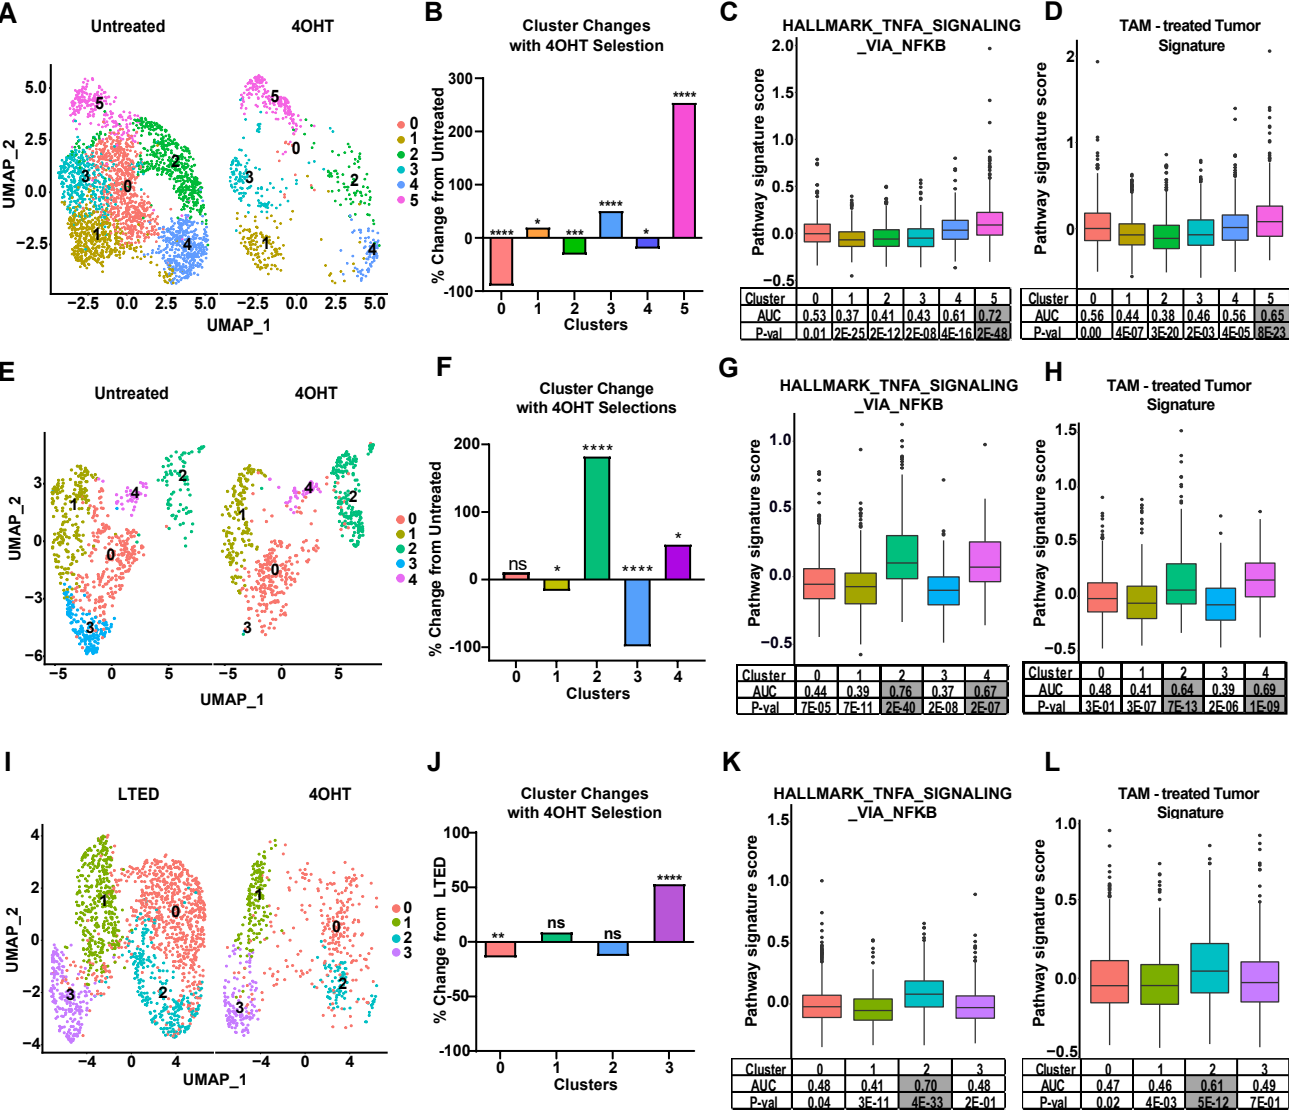

**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Figure 1 showing integration of scRNA-seq datasets from additional MCF-7 cell lines.

# Supplementary material for: Selective pressure of endocrine therapy activates the integrated stress response through NFκB signaling in a subpopulation of ER positive breast cancer cells
**Source:** Breast Cancer Res. 2022 Mar 9;24:19. doi: 10.1186/s13058-022-01515-1
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Table 1 showing results of Functional Enrichment Analysis of NFκB gene signatures in 4OHT-treated MCF-7 cell populations.

Supplemental Table 1. FEA of NFkB gene signatures in 4OHT-treated MCF-7 cell populations.

Signatures	Populations			
	NFkB-		NFkB+	
	AUC	p-val	AUC	p-val
HALLMARK_TNFA_SIGNALING_VIA_NFKB	0.000192	1.08E-106	0.999808	1.08E-106
SANA_TNF_SIGNALING_UP	0.26553	7.78E-25	0.73447	7.78E-25
TIAN_TNF_SIGNALING_VIA_NFKB	0.297801	7.48E-19	0.702199	7.48E-19
PID_TNF_PATHWAY	0.359476	6.75E-10	0.640524	6.75E-10
BIOCARTA_NFKB_PATHWAY	0.387963	9.31E-07	0.612037	9.31E-07
REACTOME_TNF_SIGNALING	0.393676	2.91E-06	0.606324	2.91E-06
RUAN_RESPONSE_TO_TNF_UP	0.420445	0.000480276	0.579555	0.000480276
OSAWA_TNF_TARGETS	0.421477	0.000561865	0.578523	0.000561865
ZHOU_TNF_SIGNALING_30MIN	0.425779	0.001160607	0.574221	0.001160607
WANG_NFKB_TARGETS	0.429279	0.001824907	0.570721	0.001824907
WANG_TNF_TARGETS	0.429918	0.002163814	0.570082	0.002163814
BIOCARTA_RELA_PATHWAY	0.435689	0.004165386	0.564311	0.004165386
ZHOU_TNF_SIGNALING_4HR	0.442896	0.011353447	0.557104	0.011353447

# Supplementary material for: Selective pressure of endocrine therapy activates the integrated stress response through NFκB signaling in a subpopulation of ER positive breast cancer cells
**Source:** Breast Cancer Res. 2022 Mar 9;24:19. doi: 10.1186/s13058-022-01515-1
**Supplement:** Supplementary file 3 — Additional file 3: Supplemental Table 2 showing results of Functional Enrichment Analysis of NFκB gene signatures in integrated parental and 4OHT-treated MCF-7 cell populations.

Supplemental Table 2. FEA of NFkB gene signatures in integrated parental and 4OHT-treated MCF-7 cell populations.

Signatures	Clusters									
	0		1		2		3		4	
	AUC	p-val	AUC	p-val	AUC	p-val	AUC	p-val	AUC	p-val
HALLMARK_TNFA_SIGNALING_VIA_NFKB	0.35121	3.35E-48	0.62245	9.18E-28	0.57029	1.52E-06	0.44577	0.00053	0.86652	1.30E-29
PID_TNF_PATHWAY	0.40463	1.06E-20	0.5618	4.32E-08	0.54112	0.00482	0.51665	0.28181	0.67436	8.50E-08
OSAWA_TNF_TARGETS	0.4666	0.00117	0.53325	0.00358	0.56688	4.04E-06	0.39696	4.52E-11	0.67194	1.12E-07
ZHOU_TNF_SIGNALING_4HR	0.48848	0.26432	0.42603	3.32E-11	0.4466	0.00025	0.69428	2.41E-35	0.66967	1.70E-07
TIAN_TNF_SIGNALING_VIA_NFKB	0.46805	0.00173	0.47921	0.064	0.57744	1.14E-07	0.49618	0.78327	0.6351	3.07E-05
REACTOME_TNF_SIGNALING	0.41065	2.06E-18	0.51066	0.34039	0.4662	0.01972	0.6996	5.03E-37	0.62802	7.00E-05
WANG_TNF_TARGETS	0.43421	9.92E-11	0.57302	6.86E-11	0.49506	0.74063	0.48933	0.49832	0.62321	0.00014
ZHOU_TNF_SIGNALING_30MIN	0.45711	2.64E-05	0.45862	0.00019	0.63642	1.02E-20	0.49776	0.89657	0.6227	0.00014
WANG_NFKB_TARGETS	0.44645	1.69E-07	0.60152	1.60E-19	0.4841	0.27148	0.43757	7.52E-05	0.53461	0.28244
BIOCARTA_NFKB_PATHWAY	0.46136	0.00016	0.56397	1.04E-08	0.49627	0.81187	0.47386	0.08993	0.48396	0.60049
BIOCARTA_RELA_PATHWAY	0.49548	0.66152	0.51783	0.11049	0.48704	0.3595	0.49471	0.74812	0.48205	0.58957
SANA_TNF_SIGNALING_UP	0.45607	1.90E-05	0.50842	0.46811	0.51837	0.21682	0.57704	8.55E-07	0.45447	0.15779
RUAN_RESPONSE_TO_TNF_UP	0.42957	5.04E-12	0.56711	2.08E-09	0.47289	0.0648	0.58294	1.20E-07	0.42762	0.02419

# Supplementary material for: Selective pressure of endocrine therapy activates the integrated stress response through NFκB signaling in a subpopulation of ER positive breast cancer cells
**Source:** Breast Cancer Res. 2022 Mar 9;24:19. doi: 10.1186/s13058-022-01515-1
**Supplement:** Supplementary file 4 — Additional file 4: Supplemental Table 3 showing DEGs from the NFκB+ cell population (i.e. Cluster 4).

Supplemental Table 3. DEGs from NFkB+ cell population (i.e. Cluster 4).

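Table S3 lists the genes that set cluster 4 of the integrated parental and 4OHT-treated cells apart from the other clusters. Its columns are those that Seurat writes for cluster markers: the p-value over cells, an average log fold change, the shares of cells in cluster 4 and in the other cells with at least 1 count of the gene, and an adjusted p. The table holds 85 genes, among them the ISR genes DDIT3, PPP1R15A and TRIB3, each with a larger share of positive cells in cluster 4. The fold column holds values too large for log folds and was not used as folds. Of the genes 79 were used here: 3 are listed with a smaller share of positive cells in cluster 4 than in the other cells, and the names of 3 are incomplete in the table. The parental cells behind it come from another study and are not among the deposited libraries analysed, so only the treated side can be read here. In the 2 4OHT libraries, 71 of these 79 genes had at least 50 counts; 25 had more CPM in cluster 0 of the treated cells in both libraries, 36 had more in cluster 1 in both, and 10 differed in direction between the libraries. SLC3A2, the heavy chain of amino acid transporters, was at 84.3 CPM in cluster 0 and 226 CPM in cluster 1 of replicate 3, and at 73.5 and 281 CPM in replicate 4. EIF4A2, a translation initiation helicase, had the opposite order, with 398 and 302 CPM in replicate 3 and 428 and 206 CPM in replicate 4. TERF2IP, a telomere protein, was at 70.6 and 114 CPM in replicate 3 and at 71.4 and 136 CPM in replicate 4. Between NFκB+ and NFκB- cells, the log2 fold change was 0.07 for SLC3A2, 0.10 for EIF4A2, 0.02 for TERF2IP and 1.61 for the noncoding RNA SNHG12 (adjusted p = 0.221), and none of these passed the test.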

gene	p_val	avg_logFC	pct.1	pct.2	p_val_adj	cluster
DDIT3	4.77E-40	136.6327	0.741	0.2	1.24E-35	4
UBC	8.74E-10	70.95105	0.963	0.862	2.28E-05	4
CEBPB	8.65E-13	63.67173	0.901	0.721	2.25E-08	4
SQSTM1	3.93E-09	43.28608	0.877	0.796	0.000102	4
SAT1	6.61E-08	37.51141	0.753	0.559	0.001721	4
GADD45A	1.27E-42	35.67176	0.79	0.222	3.32E-38	4
SLC3A2	1.32E-19	32.67205	0.914	0.618	3.43E-15	4
CDKN1A	3.98E-16	30.67074	0.827	0.468	1.04E-11	4
EIF4A2	5.78E-10	30.65032	0.802	0.64	1.51E-05	4
EFNA1	7.35E-09	23.61816	0.469	0.244	0.000191	4
TERF2IP	1.86E-07	22.5217	0.716	0.536	0.004832	4
KLF4	6.40E-09	21.6748	0.481	0.239	0.000167	4
SNHG12	2.10E-22	17.89958	0.617	0.216	5.47E-18	4
CIART	1.39E-16	16.46896	0.309	0.07	3.62E-12	4
ERRFI1	1.75E-08	16.17856	0.58	0.346	0.000456	4
TAF1D	6.81E-10	15.96818	0.753	0.658	1.77E-05	4
C3orf14	2.83E-08	15.49373	0.704	0.842	0.000737	4
EPB41L4A-	5.89E-08	13.74222	0.778	0.627	0.001533	4
PTP4A1	5.92E-08	13.66664	0.864	0.733	0.001543	4
PPP1R15A	3.68E-19	13.48238	0.506	0.166	9.59E-15	4
NEU1	1.56E-12	12.22415	0.654	0.321	4.07E-08	4
HERPUD1	4.44E-21	12.18939	0.667	0.27	1.16E-16	4
TRIM16	6.49E-16	11.88288	0.605	0.272	1.69E-11	4
ZNF622	1.42E-10	11.80602	0.568	0.267	3.70E-06	4
BTG2	5.79E-12	11.77493	0.296	0.085	1.51E-07	4
ATF3	9.66E-103	11.59748	0.407	0.018	2.52E-98	4
HSPA5	1.07E-10	11.31252	0.827	0.693	2.79E-06	4
COG3	1.05E-11	10.19105	0.457	0.173	2.73E-07	4
GARS	1.28E-09	10.11743	0.704	0.46	3.33E-05	4
TSC22D3	5.44E-10	9.23638	0.556	0.272	1.42E-05	4
TGIF1	4.11E-08	9.171906	0.593	0.349	0.001072	4
YPEL5	2.13E-11	8.694498	0.556	0.271	5.56E-07	4
TRIB3	4.68E-08	8.044975	0.63	0.428	0.001218	4
PNRC1	1.98E-27	7.459222	0.605	0.185	5.16E-23	4
PDRG1	5.16E-08	7.405356	0.63	0.42	0.001343	4
RAB9A	1.12E-08	7.035688	0.469	0.227	0.000293	4
RND3	2.16E-07	6.609181	0.469	0.248	0.00563	4
CLK1	7.04E-10	6.297403	0.42	0.173	1.83E-05	4
ZNF408	2.08E-15	6.257185	0.444	0.145	5.42E-11	4
GOT1	6.27E-09	5.504904	0.494	0.243	0.000163	4
SESN2	5.92E-21	5.451434	0.42	0.103	1.54E-16	4
GTF2B	6.35E-13	5.420768	0.333	0.094	1.65E-08	4
MDM2	8.08E-09	4.574201	0.667	0.404	0.000211	4
HBP1	8.34E-08	4.302618	0.37	0.17	0.002172	4
TRIM16L	8.01E-18	4.102155	0.58	0.23	2.09E-13	4

TIGAR	5.64E-11	3.941701	0.481	0.195	1.47E-06	4
DNAJB9	9.57E-10	3.739624	0.506	0.271	2.49E-05	4
DDIT4	5.61E-18	3.672133	0.778	0.394	1.46E-13	4
DEDD2	3.86E-08	3.364972	0.42	0.193	0.001005	4
CDK7	1.46E-09	3.317818	0.407	0.17	3.81E-05	4
LURAP1L	5.19E-08	3.137078	0.469	0.256	0.001352	4
STX3	4.91E-08	3.09039	0.481	0.246	0.00128	4
RP11-670E	6.61E-09	2.86121	0.321	0.116	0.000172	4
TSC22D1	1.56E-07	2.740553	0.654	0.412	0.004064	4
RELB	7.65E-11	2.678591	0.272	0.077	1.99E-06	4
HMOX1	4.19E-29	2.508892	0.321	0.047	1.09E-24	4
TSG101	2.78E-07	2.501265	0.58	0.354	0.007248	4
CEP95	1.50E-07	2.402718	0.543	0.282	0.003901	4
FIP1L1	2.64E-09	2.27199	0.469	0.229	6.88E-05	4
LARP6	1.49E-09	1.912205	0.383	0.149	3.87E-05	4
MAP1B	2.13E-09	1.848441	0.284	0.09	5.54E-05	4
SUGT1	9.05E-09	1.478894	0.642	0.366	0.000236	4
BEX2	2.53E-18	1.442089	0.444	0.126	6.60E-14	4
RRAGC	1.43E-09	1.317111	0.457	0.205	3.73E-05	4
DUSP11	2.00E-07	1.121014	0.395	0.187	0.005217	4
SUPV3L1	1.11E-09	1.11886	0.309	0.104	2.89E-05	4
ZMYM5	8.02E-08	1.091688	0.395	0.177	0.002089	4
RNF25	5.27E-08	1.084061	0.333	0.129	0.001372	4
TRIM13	8.52E-09	1.080322	0.358	0.138	0.000222	4
CD55	1.36E-13	1.072337	0.358	0.106	3.55E-09	4
RP1-313I6.	1.53E-07	0.925051	0.358	0.152	0.003987	4
TSPYL2	1.62E-08	0.923136	0.358	0.141	0.000422	4
SLC7A11	1.47E-09	0.889459	0.481	0.239	3.82E-05	4
VCPKMT	1.96E-09	0.88374	0.321	0.111	5.09E-05	4
NFKBIB	1.58E-07	0.793256	0.494	0.259	0.004126	4
SARNP	3.31E-07	0.757739	0.333	0.143	0.008615	4
CLGN	1.97E-28	0.684248	0.259	0.03	5.12E-24	4
ZMAT3	1.09E-07	0.670809	0.395	0.176	0.002841	4
THAP1	2.79E-07	0.625481	0.321	0.13	0.007275	4
GLRX3	2.54E-07	0.487452	0.765	0.525	0.006627	4
CREBRF	3.33E-11	0.487162	0.272	0.074	8.68E-07	4
TROAP	2.53E-09	0.444731	0.136	0.48	6.59E-05	4
KDM3A	5.35E-09	0.388058	0.272	0.087	0.000139	4
WHSC1	6.58E-08	0.379093	0.099	0.401	0.001714	4
KLHL28	2.62E-07	0.35785	0.272	0.099	0.006813	4

# Supplementary material for: Selective pressure of endocrine therapy activates the integrated stress response through NFκB signaling in a subpopulation of ER positive breast cancer cells
**Source:** Breast Cancer Res. 2022 Mar 9;24:19. doi: 10.1186/s13058-022-01515-1
**Supplement:** Supplementary file 5 — Additional file 5: Supplemental Table 4 showing results of Functional Enrichment Analysis of Hallmark Signatures from MSigDB for the NFκB+ cell population (i.e. Cluster 4).

Supplemental Table 4. FEA of Hallmark Signatures from MSigDB.

Signatures_TTvsParental	Cluster	
	4	
	AUC	p-val
HALLMARK_P53_PATHWAY	0.872084	1.71E-30
HALLMARK_TNFA_SIGNALING_VIA_NFKB	0.866519	1.30E-29
HALLMARK_UNFOLDED_PROTEIN_RESPONSE	0.81765	9.54E-23
HALLMARK_HEME_METABOLISM	0.808669	1.78E-21
HALLMARK_APOPTOSIS	0.805745	3.92E-21
HALLMARK_PI3K_AKT_MTOR_SIGNALING	0.742212	8.86E-14
HALLMARK_HYPOXIA	0.734996	4.15E-13
HALLMARK_ADIPOGENESIS	0.722722	5.06E-12
HALLMARK_UV_RESPONSE_UP	0.714877	3.48E-11
HALLMARK_MYOGENESIS	0.694098	2.48E-09
HALLMARK_XENOBIOTIC_METABOLISM	0.690056	3.94E-09
HALLMARK_INFLAMMATORY_RESPONSE	0.684102	1.40E-08
HALLMARK_CHOLESTEROL_HOMEOSTASIS	0.670432	1.41E-07
HALLMARK_PROTEIN_SECRETION	0.664232	3.71E-07
HALLMARK_DNA_REPAIR	0.663711	4.20E-07
HALLMARK_MTORC1_SIGNALING	0.655871	1.59E-06
HALLMARK_COMPLEMENT	0.627767	7.52E-05
HALLMARK_IL6_JAK_STAT3_SIGNALING	0.626368	0.000111
HALLMARK_COAGULATION	0.617009	0.000277
HALLMARK_ESTROGEN_RESPONSE_EARLY	0.608778	0.000826
HALLMARK_ALLOGRAFT_REJECTION	0.602963	0.001429
HALLMARK_ESTROGEN_RESPONSE_LATE	0.590806	0.004919
HALLMARK_APICAL_JUNCTION	0.586375	0.007381
HALLMARK_ANGIOGENESIS	0.57739	0.017252
HALLMARK_UV_RESPONSE_DN	0.577004	0.015779
HALLMARK_TGF_BETA_SIGNALING	0.566376	0.036071
HALLMARK_KRAS_SIGNALING_DN	0.566256	0.040498
HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	0.561174	0.058783
HALLMARK_MYC_TARGETS_V2	0.555604	0.082816
HALLMARK_FATTY_ACID_METABOLISM	0.549148	0.127485
HALLMARK_GLYCOLYSIS	0.54726	0.14097
HALLMARK_KRAS_SIGNALING_UP	0.53762	0.245691
HALLMARK_IL2_STAT5_SIGNALING	0.536498	0.25894
HALLMARK_SPERMATOGENESIS	0.533203	0.306278
HALLMARK_INTERFERON_GAMMA_RESPONSE	0.530922	0.340217
HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY	0.52979	0.366006
HALLMARK_HEDGEHOG_SIGNALING	0.528027	0.378086
HALLMARK_OXIDATIVE_PHOSPHORYLATION	0.519786	0.544096
HALLMARK_WNT_BETA_CATENIN_SIGNALING	0.515607	0.618114
HALLMARK_APICAL_SURFACE	0.514613	0.650417
HALLMARK_MYC_TARGETS_V1	0.501176	0.961077
HALLMARK_NOTCH_SIGNALING	0.495226	0.901807
HALLMARK_BILE_ACID_METABOLISM	0.490796	0.774776

HALLMARK_INTERFERON_ALPHA_RESPONSE	0.479291	0.539039
HALLMARK_ANDROGEN_RESPONSE	0.477138	0.461455
HALLMARK_MITOTIC_SPINDLE	0.476367	0.462981
HALLMARK_PEROXISOME	0.468521	0.336304
HALLMARK_PANCREAS_BETA_CELLS	0.458131	0.195404
HALLMARK_E2F_TARGETS	0.399762	0.002052
HALLMARK_G2M_CHECKPOINT	0.316854	1.61E-08

# Supplementary material for: Selective pressure of endocrine therapy activates the integrated stress response through NFκB signaling in a subpopulation of ER positive breast cancer cells
**Source:** Breast Cancer Res. 2022 Mar 9;24:19. doi: 10.1186/s13058-022-01515-1
**Supplement:** Supplementary file 6 — Additional file 6: Supplemental Table 5 showing correlation coefficients and p values of stress pathways vs. Hallmark NFκB signature in Cluster 4.

Supplemental Table 5. Correlation coefficients and p values of stress pathways vs. Hallmark NFkB signature in Cluster 4.

**Signatures**	**correlation<br>HALLMARK_TNFA_SIGNALING_VIA_NF<br>KB<br>Cluster 4**	**p.val<br>HALLMARK_TNFA_SIGNALING_VIA_NFKB<br>Cluster 4**
HALLMARK_APOPTOSIS	0.835809902	2.85E-22
HALLMARK_HYPOXIA	0.819267029	9.01E-21
HALLMARK_P53_PATHWAY	0.765558503	8.56E-17
HALLMARK_ADIPOGENESIS	0.673124907	5.82E-12
HALLMARK_UV_RESPONSE_UP	0.641462854	1.10E-10
HALLMARK_UNFOLDED_PROTEIN_RESPONSE	0.639992213	1.26E-10
HALLMARK_PI3K_AKT_MTOR_SIGNALING	0.507826739	1.30E-06
HALLMARK_HEME_METABOLISM	0.355749788	0.001116846

# Supplementary material for: Selective pressure of endocrine therapy activates the integrated stress response through NFκB signaling in a subpopulation of ER positive breast cancer cells
**Source:** Breast Cancer Res. 2022 Mar 9;24:19. doi: 10.1186/s13058-022-01515-1
**Supplement:** Supplementary file 7 — Additional file 7: Supplemental Table 6 showing results of Functional Enrichment Analysis of NFκB gene signatures in integrated MCF-7 cell populations from different laboratories.

Supplemental Table 6. FEA of NFkB gene signatures in integrated untreated and 4OHT-treated MCF-7 cell populations. (Dr. Frasor lab)

Signatures	Clusters											
	0		1		2		3		4		5	
	AUC	p-val	AUC	p-val	AUC	p-val	AUC	p-val	AUC	p-val	AUC	p-val
HALLMARK_TNFA_SIGNALING_VIA_NFKB	0.533	0.00548	0.3709	1.89E-25	0.4094	1.58E-12	0.4261	2.12E-08	0.6106	3.47E-16	0.718	1.56E-48
WANG_TNF_TARGETS	0.522	0.06674	0.4353	1.90E-07	0.3874	1.19E-18	0.5421	0.00146	0.4589	0.00229	0.7088	1.03E-44
SANA_TNF_SIGNALING_UP	0.487	0.29622	0.4952	0.68887	0.4467	2.63E-05	0.5325	0.01379	0.4379	4.68E-06	0.6335	3.06E-19
OSAWA_TNF_TARGETS	0.521	0.06918	0.549	6.84E-05	0.3941	9.15E-17	0.4823	0.17302	0.4839	0.2263	0.5822	3.34E-08
TIAN_TNF_SIGNALING_VIA_NFKB	0.546	9.97E-05	0.4371	3.71E-07	0.4398	2.82E-06	0.4751	0.05897	0.5418	0.0021	0.5811	5.18E-08
RUAN_RESPONSE_TO_TNF_UP	0.485	0.20765	0.4611	0.00167	0.5411	0.00122	0.5238	0.07027	0.4367	3.04E-06	0.5701	2.94E-06
BIOCARTA_NFKB_PATHWAY	0.558	9.90E-07	0.444	6.10E-06	0.4589	0.00121	0.4834	0.21029	0.5012	0.94718	0.5654	9.75E-06
REACTOME_TNF_SIGNALING	0.433	1.46E-08	0.6176	2.28E-21	0.358	8.71E-29	0.5987	8.56E-14	0.4532	0.00055	0.5612	4.14E-05
ZHOU_TNF_SIGNALING_30MIN	0.541	0.00062	0.489	0.37133	0.4717	0.02688	0.4709	0.02866	0.4893	0.43657	0.5405	0.00708
BIOCARTA_RELA_PATHWAY	0.56	4.30E-07	0.4584	0.00081	0.462	0.00303	0.4886	0.39529	0.4955	0.71985	0.5373	0.01223
WANG_NFKB_TARGETS	0.54	0.00066	0.5177	0.15865	0.4685	0.01329	0.5023	0.82952	0.4437	3.46E-05	0.5196	0.21313
ZHOU_TNF_SIGNALING_4HR	0.534	0.00461	0.539	0.00166	0.3836	7.55E-20	0.5662	4.87E-07	0.4746	0.06039	0.4959	0.77967
PID_TNF_PATHWAY	0.559	5.95E-07	0.466	0.00609	0.4525	0.00019	0.546	0.00046	0.4807	0.1567	0.4858	0.3255

Supplemental Table 6. FEA of NFkB gene signatures in integrated untreated and 4OHT-treated MCF-7 cell populations. (Dr. Oesterreich lab (GSE144320))

Signatures	Clusters									
	0		1		2		3		4	
	AUC	p-val	AUC	p-val	AUC	p-val	AUC	p-val	AUC	p-val
HALLMARK_TNFA_SIGNALING_VIA_NFKB	0.435924	6.57E-05	0.386283	7.47E-11	0.75508	1.89E-40	0.365538	1.54E-08	0.665595	1.81E-07
WANG_TNF_TARGETS	0.417064	2.12E-07	0.406916	8.50E-08	0.74189	1.05E-36	0.494765	0.831817	0.478556	0.505573
OSAWA_TNF_TARGETS	0.470018	0.06386	0.394602	1.42E-09	0.688795	5.13E-23	0.452314	0.04049	0.53155	0.306322
SANA_TNF_SIGNALING_UP	0.412512	4.45E-08	0.503855	0.801499	0.653011	1.71E-15	0.475185	0.29031	0.457032	0.173918
ZHOU_TNF_SIGNALING_30MIN	0.46793	0.043236	0.450109	0.004373	0.598954	2.41E-07	0.506222	0.800005	0.507627	0.77597
TIAN_TNF_SIGNALING_VIA_NFKB	0.449102	0.001434	0.499473	0.9906	0.58026	2.71E-05	0.495713	0.833384	0.489851	0.750265
ZHOU_TNF_SIGNALING_4HR	0.483078	0.30481	0.469875	0.083645	0.535362	0.067487	0.540945	0.082772	0.495427	0.860765
BIOCARTA_NFKB_PATHWAY	0.462453	0.018956	0.509512	0.587708	0.520546	0.288646	0.553903	0.021899	0.464177	0.252602
REACTOME_TNF_SIGNALING	0.573858	4.46E-06	0.436859	0.000315	0.517599	0.352297	0.407419	0.000103	0.533505	0.28453
BIOCARTA_RELA_PATHWAY	0.467163	0.042631	0.509686	0.585362	0.513637	0.494561	0.549804	0.037155	0.47128	0.378743
RUAN_RESPONSE_TO_TNF_UP	0.463632	0.021156	0.474007	0.141123	0.477063	0.235602	0.630836	3.57E-08	0.557119	0.06731
WANG_NFKB_TARGETS	0.478264	0.166519	0.501724	0.897122	0.454887	0.017387	0.542401	0.068672	0.626916	6.31E-05
PID_TNF_PATHWAY	0.554315	0.000762	0.54149	0.018084	0.347243	1.87E-15	0.503269	0.884318	0.562407	0.045756

# Supplementary material for: Selective pressure of endocrine therapy activates the integrated stress response through NFκB signaling in a subpopulation of ER positive breast cancer cells
**Source:** Breast Cancer Res. 2022 Mar 9;24:19. doi: 10.1186/s13058-022-01515-1
**Supplement:** Supplementary file 8 — Additional file 8: Supplemental Table 7 showing results of Functional Enrichment Analysis of NFκB gene signatures in integrated LTED (GSE122743) and 4OHT-treated MCF-7 cell populations.

Supplemental Table 7. FEA of NFkB gene signatures in integrated LTED (GSE122743) and 4OHT-treated MCF-7 cell populations.

Signatures	Clusters							
	0		1		2		3	
	AUC	p-val	AUC	p-val	AUC	p-val	AUC	p-val
HALLMARK_TNFA_SIGNALING_VIA_NFKB	0.47522	0.03558	0.40668	2.88E-11	0.69585	3.54E-33	0.47583	0.15706
ZHOU_TNF_SIGNALING_4HR	0.37906	7.84E-24	0.47345	0.05673	0.66056	9.64E-23	0.60482	3.74E-10
REACTOME_TNF_SIGNALING	0.47622	0.05162	0.40428	7.40E-12	0.65699	9.99E-22	0.51827	0.27506
WANG_TNF_TARGETS	0.47705	0.05606	0.43486	3.30E-06	0.63946	1.28E-17	0.49127	0.59435
SANA_TNF_SIGNALING_UP	0.56669	2.68E-08	0.40068	1.45E-12	0.6054	1.18E-10	0.40131	3.63E-09
TIAN_TNF_SIGNALING_VIA_NFKB	0.44974	2.60E-05	0.47285	0.05566	0.59518	5.77E-09	0.53669	0.02862
BIOCARTA_NFKB_PATHWAY	0.46817	0.00831	0.46835	0.0251	0.58949	5.22E-08	0.51319	0.43489
OSAWA_TNF_TARGETS	0.539	0.00113	0.41956	9.84E-09	0.58423	2.80E-07	0.45057	0.00316
ZHOU_TNF_SIGNALING_30MIN	0.39208	3.00E-19	0.49963	0.97353	0.57464	4.79E-06	0.63239	3.51E-15
BIOCARTA_RELA_PATHWAY	0.47079	0.01405	0.48134	0.19925	0.57072	1.62E-05	0.50922	0.58788
PID_TNF_PATHWAY	0.53417	0.00423	0.44621	0.00011	0.55516	0.00065	0.45239	0.004
WANG_NFKB_TARGETS	0.47644	0.05183	0.52508	0.07682	0.50612	0.72092	0.50352	0.81829
RUAN_RESPONSE_TO_TNF_UP	0.5272	0.02445	0.47688	0.09354	0.48394	0.33677	0.49704	0.88269

How the deposited data were processed for this re-analysis (not part of the article)

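The data are UMI counts per gene and barcode of 3 droplet libraries of MCF-7 cells: 2 inDrop libraries of cells grown with 4OHT for 2 weeks, labelled replicates 3 and 4, and 1 library of untreated cells on the 10x Genomics platform. The authors mapped the inDrop reads to hg38 gene sequences with BWA and ran Cell Ranger 3.0.0 on the 10x reads, and the deposited values of both kinds were checked to be whole numbers of counts. Total counts were 5516501 and 4275300 in the 4OHT libraries and 93502640 in the untreated library, of which the kept cells held 4043947, 1435862 and 22178226. Kept cells ranged from 3876 to 31283 UMIs in replicate 3, from 4146 to 11968 in replicate 4 and from 4204 to 60998 in the untreated library. Across genes, the summed counts of replicates 3 and 4 correlated with r = 0.962, a value over genes, which are not independent replicates.

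Cells were kept by the paper's stated limits, at least 2000 detected genes and at most 10% MT counts, and doublets were removed per library with Scrublet as run in scanpy 1.11.5 with seed 0. Genes of the 2 annotations were matched by Ensembl identifier where both give it and otherwise by symbol, and coordinates come from GENCODE release 44. Clustering of the 4OHT cells used Seurat 5.3.0 with log-normalization to 10000 counts, 2000 variable genes, the MT share regressed out, 10 components and Louvain at the lowest resolution that gave the paper's 2 clusters. Integration used sctransform 0.4.2 and Seurat's anchors with 3000 features and 30 components. Scores per cell are means of values scaled gene by gene and limited to 10. For the integrated cells the scaling was done within each condition.

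Counts were summed per library and class of cells, and the sums were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test) at a Benjamini-Hochberg adjusted p of 0.05. NFκB+ and NFκB- cells were compared in 4 sums with the library as a term, and 4OHT against untreated cells in 3 sums, of which 1 is untreated. Both fits leave 1 residual degree of freedom, so the calls rest on the spread that edgeR shares across genes. The fit with library and cluster as blocks leaves 4, because the clusters of 1 library enter as separate sums. Its p-values also rest on the spread between clusters within a library. Genes of the Hallmark list were left out of the counts of genes that differ between NFκB+ and NFκB- cells, because they define these classes. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists tested, and again with an estimated correlation. The latter takes its reference distribution from the residual degrees of freedom, so with 1 of them a call is nearly out of reach. Between NFκB+ and NFκB- cells, luminal markers had an estimated correlation of -0.067, below the preset, and camera's p went from 4.16e-16 to 0.0745. Adjusted p-values above 0.05 there do not show that correlation of genes undoes a result. The lists cover the Hallmark genes, TNF and IKK components, other NFκB targets, the ISR with ATF4 targets, the unfolded protein response (UPR), p53 targets, hypoxia and glycolysis, genes raised and lowered by estrogen, cholesterol synthesis, interferon response, immediate early and handling genes, S phase, G2/M, markers of luminal, basal, fibroblast, immune and endothelial cells, and the genes of Fig. 5, of the paper's text and of Table S3. The pathway lists were written from knowledge and not from a database, so members can differ from the paper's signatures.

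The cell filter, tests, lists, alternatives and rule for named genes were chosen before the data were examined, apart from the alternatives named in the closing section as added later. Genes are named when the paper names them or shows them in Fig. 5, when they are among the 10 largest rises or falls past the threshold with the same sign in both libraries, when they are among the 4 most abundant members of a list, or when they are among the 10 genes with the highest fold in a cluster at 20 CPM or more; in the passages some of these are given as examples, and the Hallmark genes that passed the test, NFKBIA and the leading genes of small integrated clusters were named after their values were seen. The genes of Table S3 were known from the paper. On simulated data with 200 changed genes, the test of NFκB+ against NFκB- cells found 30% of changes of 1 and 99% of changes of 2 on the log2 scale, and the test of 4OHT against untreated cells 62% and 100%. The changed genes had a mean above 20 CPM, and all genes were given the same spread. Real changes can be harder to find: DDIT4, with a log2 fold change of 2.28 between NFκB+ and NFκB- cells, did not pass.

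Alternatives covered the minimum of genes, the MT limit, doublets, resolution, components, thinning of every cell to 5000 UMIs, scaling within library, DESeq2 1.42.0 with its size factors, no filter on low counts, library sizes without TMM, other ways to form the classes and leaving out each 4OHT library. Without a library 1 sum per class is left and no fit is possible. Values of genes and lists are then log2 ratios of CPM plus 1 without TMM, over genes with at least 50 counts. They differ in measure from the edgeR folds. Other tools were R 4.3.3, Matrix 1.6.5, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Other datasets of untreated or estrogen-deprived cells, the xenografts and the tumor cohort of the paper are not among the deposited files and were left out.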

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

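In this part, the comparison of depth between the clusters and the limit of 20% MT counts were chosen only after the results were seen.

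The paper does not report luminal markers by cluster, and summed over the 10 genes they were 17.0 times higher in CPM in cluster 1 than in cluster 0 of the 4OHT-treated cells in replicate 3 and 13.9 times higher in replicate 4, a signal in genes of which the paper discusses ESR1 alone. Every one of the 884 untreated cells lay on the cluster 1 side of the genes that separate the clusters; 0 on the other side leaves an exact upper bound of 0.416%, and of the 3461 untreated cells with at most 20% MT counts also 0 did, with an upper bound of 0.107%. In the kept 4OHT cells, 258 of 440 cells of replicate 3 and 140 of 213 of replicate 4 lay on the cluster 0 side.

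The tables argue against lower depth of the cluster 0 cells, since their median UMIs per cell were 1.34 times those of cluster 1 in replicate 3 (1.19 to 1.46, 95% interval from resampled cells) and 1.02 times in replicate 4 (0.951 to 1.09), and against a gradual change still under way, since only 1.79% (0.776 to 3.496) and 1.86% (0.509 to 4.69) of the cells held mixed markers before doublets were removed, where a gradual change was set to need at least 10%. A hypothesis that stays open is that cluster 0 may hold cells of another origin in both libraries: windows of 50 neighbouring genes on a chromosome took 3.46 times the share of the spread of log2 folds between the clusters that they took between cluster 1 and the untreated cells, where such cells were set to give at least 3. By library the value was 3.45 in replicate 3 and 2.71 in replicate 4, the latter under that bound, and the window means of the libraries correlated across windows with r = 0.949. The clusters share a platform and the untreated cells do not, so the ratio of 3.46 is not like for like. Over both libraries the SD of log2 folds was 0.909 between the clusters and 1.19 between cluster 1 and the untreated cells. Between cluster 0 and the untreated cells, also across the platforms, the windows took 9.18% of the spread in replicate 3 and 9.48% in replicate 4. These are 3.16 and 3.37 times the shares between cluster 1 and the untreated cells, and shuffled genes gave at most 0.573% and 0.732%. The values argue against a change of state without a pattern along chromosomes. A subclone of MCF-7 cells with its own chromosome changes that 4OHT selected stays open as an untested biological explanation. So does a change of state completed within the 2 weeks that follows chromosome position. The paper states that its cell lines are routinely checked by short tandem repeats, and gives no such result for these cultures.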

How the results depend on the processing

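Settings described as cluster 0 alone, cluster 1 alone, library and cluster as blocks, and at most 20% MT counts were chosen after seeing the data; the others were planned. Unless a value of the setting's own construction is given, the cause was not tested.

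Of the results that answer a comparison, 69 values stayed close to the reported ones and 45 moved; of the values for single genes and lists, 513 kept their direction and side of the threshold, 96 kept the direction and lost the threshold, 18 passed it newly, 104 untested ones moved and 20 reversed. By library the share of NFκB+ cells ran from 26.6 to 57.5% over the settings; over both libraries it moved less, from 41.7 to 46.8%, as each setting centres the scores again. The tally for 4OHT against untreated cells covers 20 of the named genes, and all 20 kept their direction in each setting run. The size of their folds moved for 17 without replicate 3 and for 20 without replicate 4. Values without a library are log2 ratios of CPM plus 1 without TMM, and not edgeR folds. Those moves therefore mix a change of measure with the library left out, and cannot be read as an effect of that library. With 1 residual degree of freedom and 213 cells in replicate 4, changes of 1 on the log2 scale between NFκB+ and NFκB- cells are often missed, as 30% were found in simulated data. No clustering into 2 groups was reached with 1000 genes, so the score by cluster has no value there.

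Fewer detected genes per cell let in more cells: 1413 4OHT cells at 1000 genes, 1830 at 500, and 1390 untreated cells at 500; without the MT limit 3633 untreated cells were kept, and 3461 at 20%. Resolution 0.8 gave 6 clusters of 4OHT cells and 8 integrated clusters. The AUC of the Hallmark list in cluster 0 ranged from 0.525 to 0.635 without 4OHT replicate 3 or 4. The difference in the NFκB+ share between the libraries was -0.0593 points with genes scaled within library, which sets their means equal, 9.08 in thinned cells and 9.82 in cluster 1 alone.

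Between NFκB+ and NFκB- cells, genes higher and lower numbered 24 and 31 without the filter on low counts, 3 and 2 with classes from thinned cells, 16 and 24 between the highest and lowest tertile of the score, 19 and 12 with genes scaled within library, 4 and 3 in cluster 1 alone, 5 and 0 in cluster 0 alone, and 0 and 0 with library and cluster as blocks; DESeq2 called 2 higher among 906 genes with an adjusted p. In cluster 0 alone 393 genes were lower at an unadjusted p under 0.05. Of the lists, 0 were called with an estimated correlation, where 1 residual degree of freedom puts a call nearly out of reach, and 6 in cluster 1 alone. Between 4OHT and untreated cells, 2972 genes were higher and 2633 lower in cluster 1 alone, and 2589 were lower with DESeq2, 2311 without TMM and 2591 without MT and ribosomal genes in the library sizes; 0 lists were called with an estimated correlation, 5 in cluster 1 alone and 6 in cluster 0 alone.

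Medians of these lists relative to all tested genes, or the direction of their test, reversed between NFκB+ and NFκB- cells. In cluster 1 alone they were -0.15 for hypoxia, -0.16 for interferon, -0.16 for G2/M, which was called lower there, and -0.030 for the genes of the paper's text, with -0.054 for G2/M with library and cluster as blocks. Genes lowered by estrogen turned from -0.11 to 0.12 in cluster 1 alone, both before the median of all genes is taken off. In cluster 0 alone they were 0.063 for genes raised by estrogen, 1.44 for genes lowered by it, 0.015 for cholesterol, 0.44 for luminal markers and 0.49 for the paper's genes, whose median kept its sign while the test turned up; genes lowered by estrogen were also at 0.24 with classes from thinned cells and 0.41 with the blocks. Without 4OHT replicate 3 or 4 the range was -0.21 to 0.12 for cholesterol, -0.16 to 0.0497 for immediate early genes and -0.54 to 0.14 for the paper's genes, and for UPR genes between 4OHT and untreated cells it was -0.15 to 0.12. STC1 was at -0.96, NDRG1 at -0.53 and IGFBP5 at 0.11 in cluster 1 alone, and CD24 at 1.31 in cluster 0 alone. Counts of STC1, NDRG1 and CD24 in these clusters were few, and by library IGFBP5 was at -0.64 and -4.31 in cluster 1.

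The correlation of ISR and NFκB scores in replicate 4 was 0.231 in cluster 1 alone. The highest AUC of an integrated cluster in untreated cells was 0.956 at resolution 0.8, 0.911 with thinned untreated cells and 0.983 with cluster 1 alone, and that cluster held 0.905%, 1.03% and 0.905% of the untreated cells; it held 9.84 to 21.2% without 4OHT replicate 4 or 3 and 11.9% at 20% MT counts.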

Differences from the paper's values

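The paper reports 2911 untreated cells from the authors' laboratory, and 884 were kept here under the limits its methods state, from 5027 barcodes in the deposited table, of which 3637 have at least 2000 genes. Of the alternatives set before the data were examined, only the one without a limit on the MT share, with 3633 cells, falls within 1.5 times of the paper's number; 965 cells at 1000 genes, 1390 at 500 genes and 910 without doublet removal do not. A limit of 20% MT counts, chosen after seeing the values, gives 3461 cells and falls within it too.

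The paper states that NFκB+ cells were spread evenly over the clusters of treated cells (Fig. 2d). Here they made up 47.9% of cluster 0 and 32.7% of cluster 1 over both libraries. In replicate 3 the shares were 55.7% and 37.0%, whose intervals do not overlap, though in cells thinned to 5000 UMIs they do, at 50.0% (43.7 to 56.3) and 38.8% (31.3 to 46.7), and in replicate 4 they were 33.6% and 21.4%, whose intervals do.

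The paper reports an NFκB-enriched cluster among its integrated clusters of the treated and the authors' untreated cells, with an AUC of 0.718 for the Hallmark signature in Table S6, which is the paper's value. The highest AUC over the cells of both conditions was 0.600 here, in a cluster led by mitotic genes, and the cluster with the highest AUC differed between the treated cells of both libraries together and the untreated cells. The values were 0.861 at resolution 0.8, 0.852 with the untreated cells thinned and, in a setting chosen after seeing the values, 0.876 with cluster 1 of the treated cells alone, each in a cluster that was highest in both conditions; they were 0.603 with 15 components, 0.631 without replicate 3, 0.621 without replicate 4 and 0.614 with untreated cells of up to 20% MT counts, also chosen after seeing the values. The genes of the list can differ from the paper's, fewer untreated cells were kept, and the 0.600 comes from 5 clusters against the paper's 6. Scores were also scaled within each condition before the cells were pooled, so they hold no difference between the conditions. Untreated cells of the mitotic cluster at 0.600 were the deepest of their condition, with a median of 32328 UMIs, and were not thinned to equal depth.

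The column of average log fold changes in Table S3 runs from 0.358 to 136.6, with 29 of 85 values above 10, which a logarithm of a fold between clusters cannot plausibly hold, and 3 genes with a positive value are given a lower share of positive cells in cluster 4 than in the other cells; these values are the paper's and were not used as folds.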

Other observations

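In this part the values for cluster 0 alone, cluster 1 alone and library and cluster as blocks, and the test of random lists, were chosen only after the results were seen.

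Genes of the ISR were higher in NFκB+ than in NFκB- cells of the 4OHT libraries: of 49 tested outside the Hallmark list, 42 were above 0, with a median log2 fold change of 0.52 (camera, adjusted p = 1.94e-11; adjusted p = 0.372 with an estimated correlation), and 1 rose, CHAC1 (11 when adjusted over the list alone). Its abundant members were not past the test, with 0.81 for PSAT1 of serine synthesis, 0.56 for the cystine transporter SLC7A11 and 0.57 for the amino acid transporter SLC38A2. The median was 0.47 with library and cluster as blocks (adjusted p = 2.99e-09; adjusted p = 0.197 with an estimated correlation) and 0.24 in cluster 1 alone (adjusted p = 0.00769; 0.581), and relative to all tested genes it was 0.68 without replicate 3 and 0.31 without replicate 4. In cluster 0 alone the ISR median was 0.55, with 40 of 43 above 0 (camera, adjusted p = 6.99e-12, or 0.487 with an estimated correlation). Values of lists without replicate 3 rest on fewer genes in this comparison, from 5 to 38 per list. Of 24 genes of hypoxia and glycolysis 23 were above 0, with a median of 0.37 (adjusted p = 4.58e-09; adjusted p = 0.322 with an estimated correlation), 1 of them past the threshold, NDRG1, and 3 when adjusted over the list alone, while the glycolytic enzymes ENO1 at 0.24, PGK1 at 0.26 and PKM at 0.07 were not past the test. With the blocks the hypoxia median was 0.23 (adjusted p = 1.76e-04; adjusted p = 0.240 with an estimated correlation), and in cluster 1 alone -0.16 (adjusted p = 0.431). In cluster 0 alone the hypoxia median was 0.48, with 23 of 23 above 0 (camera, adjusted p = 3.7e-06, or 0.487 with an estimated correlation). Interferon genes had a median of 1.43, with 10 of 13 above 0 and 3 past the threshold, 8 when adjusted over the list alone (adjusted p = 3.26e-11; adjusted p = 0.322 with an estimated correlation); without replicate 3 it was 0.37, with the blocks 1.00 (adjusted p = 4.16e-05; 0.186), and in cluster 1 alone -0.17 (adjusted p = 0.837), and the abundant IFITM3 at -0.06 and STAT1 at -0.08 were near 0. Only 4 interferon genes could be tested in cluster 1 alone. In cluster 0 alone their median was 0.60, with 10 of 13 above 0 (camera, adjusted p = 7.62e-04, or 0.487 with an estimated correlation).

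Estrogen-induced genes were lower in NFκB+ cells, with 20 of 22 below 0, a median of -0.53 (adjusted p = 3.34e-12; adjusted p = 0.322 with an estimated correlation), and 2 that fell, TFF1 and AGR2 (6 when adjusted over the list alone). All 10 luminal markers were below 0, with a median of -0.58 (adjusted p = 7.08e-15; adjusted p = 0.322 with an estimated correlation), 0 past the threshold and 9 when adjusted over the list alone, and without replicate 3 the median was -0.28. NFκB+ cells hold more cells of cluster 0, which is low in these markers; with library and cluster as blocks the medians were -0.20 (adjusted p = 0.0406; adjusted p = 0.460 with an estimated correlation) for the estrogen-induced genes and -0.08 (adjusted p = 0.371) for the luminal markers. In cluster 0 alone both turned, to 0.07 with 6 of 12 above 0 (adjusted p = 0.530) and 0.45 with 4 of 5 above 0 (adjusted p = 0.0917). In cluster 1 alone the estrogen-induced genes stayed lower, at -0.08 with 13 of 19 below 0 (camera, adjusted p = 0.00769, or 0.581 with an estimated correlation). The luminal markers were at -0.02 there, with 5 of 10 above 0 (adjusted p = 0.453). Genes lowered by estrogen had a median of -0.11 and a mean of -0.02, against a test that points up (adjusted p = 0.851), with NDRG1 past the threshold; they were called up in cluster 0 alone (adjusted p = 7.84e-06; adjusted p = 0.487 with an estimated correlation), with the blocks (adjusted p = 0.0439; 0.284) and with classes from thinned cells (adjusted p = 0.0320; 0.514). Cholesterol genes had a median of -0.18 with 6 of 23 above 0 (adjusted p = 0.0448; adjusted p = 0.383 with an estimated correlation), immediate early and handling genes of -0.26 with 3 of 9 above 0 (adjusted p = 1.10e-04; adjusted p = 0.357 with an estimated correlation), and G2/M genes of 0.20 with 36 of 53 above 0 (adjusted p = 0.00504; adjusted p = 0.357 with an estimated correlation). Without replicate 3 the cholesterol median was 0.12 and that of the immediate early and handling genes 0.05, and that of G2/M 0.33; with the blocks the G2/M median was -0.07 (adjusted p = 0.408), and in cluster 1 alone it was -0.16 and called down (adjusted p = 0.00769; adjusted p = 0.581 with an estimated correlation). The cholesterol call was lost with classes from thinned cells (adjusted p = 0.253), with the blocks (0.585), in cluster 1 alone (0.124) and in cluster 0 alone (0.386), that of G2/M also with thinned cells (0.268) and in cluster 0 alone (0.957), and that of the immediate early and handling genes in cluster 1 alone (0.952). Not called in this fit were S-phase genes (median -0.12, 16 of 43 above 0, adjusted p = 0.0831), p53 targets (0.09, 12 of 24, adjusted p = 0.456) and UPR genes (0.03, 15 of 26, adjusted p = 0.901). S-phase genes were called down in the other fits: with the blocks (-0.39, adjusted p = 1.37e-04; adjusted p = 0.211 with an estimated correlation), with classes from thinned cells (adjusted p = 0.0125; 0.447), in cluster 1 alone (adjusted p = 0.0270; 0.581) and in cluster 0 alone (adjusted p = 0.00738; 0.487), and p53 targets were called up with the blocks (0.12, adjusted p = 0.0194; adjusted p = 0.240 with an estimated correlation). The 7 genes of the paper's text that could be tested had a median of 0.02 and a mean of -0.22, with a test that points down (adjusted p = 0.0448; adjusted p = 0.389 with an estimated correlation); among them ESR1 was at -1.22 (adjusted p = 0.187) and PGR at -0.36, and the call was lost with the blocks (adjusted p = 0.997), with classes from thinned cells (0.547) and in cluster 1 alone (0.110), and turned to a call up in cluster 0 alone, with 4 of 4 above 0 (adjusted p = 0.00610; adjusted p = 0.487 with an estimated correlation). RELB had 9 counts in NFκB+ and 0 in NFκB- cells and ICAM1 3 and 3, too few to test. Of other markers, 2 basal genes had a median of 0.89, 2 fibroblast genes of 0.97 and 2 immune genes of 0.46, and no endothelial gene could be tested.

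In 4OHT against untreated cells, 2 libraries stood against 1, and platform and medium changed with the treatment. The median log2 fold change of all genes was 0.25, or 0.91 without TMM, and medians of lists are given relative to it. The untreated side has no spread between libraries. Counts past the threshold and adjusted p-values below therefore rest on the spread of the 2 treated libraries and do not test the treatment. Of 35 estrogen-induced genes 31 had a log2 fold change below 0, and the list had a median of -2.87. Among them TFF1 fell by 6.22, PKIB by 5.40 and the cyclin CCND1 by 3.51 on the log2 scale. Of 13 genes lowered by estrogen 12 were above 0, with a median of 2.42, NDRG1 at 7.09 and KLF6 at 2.67. Of the division genes, 38 of 54 G2/M genes fell and 2 rose (median -1.14, adjusted p = 5.39e-07; adjusted p = 0.579 with an estimated correlation) and 26 of 43 S-phase genes fell and 7 rose (-1.30, adjusted p = 8.03e-04), with MCM7 of the replicative helicase at -2.68, while CDKN1A, the p21 inhibitor of the cell cycle, rose by 3.23. Of 167 Hallmark genes 103 rose and 24 fell (1.10, adjusted p = 9.07e-04), with CYR61 at 6.19 and PHLDA1 at 7.60, and of 22 other NFκB targets 15 rose and 4 fell (1.45, adjusted p = 0.0419). Of 54 ISR genes 15 rose and 26 fell (-0.73, adjusted p = 0.0262), with SLC7A11 at 2.06 and SLC3A2 at -2.64, and of 27 UPR genes 6 rose and 11 fell (-0.54, adjusted p = 0.0262). Cholesterol genes (-1.37, 5 of 25 higher and 14 lower, adjusted p = 0.0104), interferon genes (3.77, 18 of 24 higher and 1 lower, adjusted p = 8.58e-04), luminal markers (-1.86, 8 of 10 lower, adjusted p = 5.94e-05) and basal markers (5.06, 4 of 4 higher, adjusted p = 0.0463) also passed. With an estimated correlation the adjusted p of the lists that passed was 0.495, apart from G2/M. Not called were TNF and IKK components (-0.18, 12 of 44 higher and 11 lower, adjusted p = 0.562), p53 targets (-0.18, 8 of 27 and 9, adjusted p = 0.523), hypoxia (0.46, 15 of 27 and 6, adjusted p = 0.311), immediate early and handling genes (0.08, 15 of 33 and 10, adjusted p = 0.922), the genes of Fig. 5 (0.94, 7 of 11 and 2, adjusted p = 0.409), of the paper's text (-0.99, 3 of 8 and 4, adjusted p = 0.214) and of Table S3 (0.18, 35 of 78 and 20, adjusted p = 0.551). Both fibroblast and both immune markers tested were higher and the 1 endothelial marker did not pass. The medians moved by over 1.5 times without replicate 3 or without replicate 4 for G2/M (-0.31, -0.83), S phase (-0.50, -0.95), cholesterol (-0.66, -0.99), interferon (1.34, 1.99), other NFκB targets (0.93, 0.88), ISR (-0.37, -0.26) and UPR genes (-0.15, 0.12), and among lists not called for TNF and IKK components (0.21, 0.16), p53 targets (0.13, 0.19), hypoxia (0.64, 1.03), immediate early and handling genes (0.61, 0.56) and the genes of Fig. 5 (1.61, 1.08), of the paper's text (-0.34, -0.58) and of Table S3 (0.73, 0.62). Those values are log2 ratios of CPM plus 1 without TMM, over genes with at least 50 counts, and not edgeR folds. The moves therefore mix a change of measure with the library left out, and cannot be read as a difference between replicates. With cluster 1 of the treated cells alone, 7 lists lost their call: luminal (adjusted p = 0.358) and basal markers (0.130), cholesterol (0.292), interferon (0.304), other NFκB targets (0.358), ISR (0.0505) and UPR genes (0.269), while G2/M (adjusted p = 4.02e-13) and S-phase genes (adjusted p = 3.09e-07) and the Hallmark genes (adjusted p = 0.00784) kept it, with 0.720 for each with an estimated correlation. The ISR call was also lost with untreated cells of up to 20% MT counts, and in cluster 0 alone those of ISR, UPR and S-phase genes and other NFκB targets. Genes lowered by estrogen had 8 of 11 above 0 with cluster 0 of the treated cells alone. The largest falls included the histone HIST1H1B, at 0 in the treated cells, TFF3 at -6.50 and SUSD3 at -6.11. The largest rises are of genes such as MTRNR2L pseudogenes that are at 0 in the untreated table or, for MTRNR2L8, at 0.0906 CPM.

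The score of ISR genes correlated across cells with the NFκB score, with r = 0.270 in replicate 3, 0.508 in replicate 4 and 0.179 in untreated cells, genes on both lists left out. The central 95% of 1000 random lists matched on expression gave 0.0032 to 0.252, -0.0136 to 0.278 and 0.0259 to 0.229, so that the 4OHT libraries lay above their ranges and the untreated library inside. At 5000 UMIs per cell r was 0.209, 0.506 and 0.152, the first of which lies inside the range of replicate 3 found without thinning. In cluster 1 alone r was 0.177 and 0.231, and in cluster 0 alone 0.365 and 0.577.

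That 42.1% of the treated cells score above 0 was tested against the skew that a mean of scaled values over any list would give: random lists put 45.1 to 49.5% of the cells above 0, but in replicate 4 the range holds the share, and the share above 0 of a centred score is itself a measure of skew, so this explanation stays open. The higher share in replicate 3 may come from its greater depth, which stays open: at equal UMIs 49.1% of the difference remained (3.895 to 93.6), a range too wide to decide, and no biological explanation was tested between replicates.

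The low level of estrogen-induced genes in the treated cells may come in part from cluster 0: without it the median log2 fold change was -1.78 against -2.63 with it, or 67.6% of the latter, which lies between the bounds set for and against this explanation, so that its weight stays open. Cluster 0 is not the source of the fall measured without it, where 24 of 35 genes had a log2 fold change below 0. In cluster 1 alone TFF1 was at -4.66, PKIB at -5.25 and CCND1 at -3.35, and platform and medium differ with the treatment in both comparisons.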
